# Transcriptional reprogramming underpins enhanced plant growth promotion by the biocontrol fungus *Trichoderma hamatum* GD12 during antagonistic interactions with *Sclerotinia sclerotiorum* in soil

**DOI:** 10.1111/mpp.12429

**Published:** 2016-07-24

**Authors:** Sophie Shaw, Kate Le Cocq, Konrad Paszkiewicz, Karen Moore, Rebecca Winsbury, Marta de Torres Zabala, David J. Studholme, Deborah Salmon, Christopher R. Thornton, Murray R. Grant

**Keywords:** biocontrol, plant growth promotion, RNA‐seq, *Sclerotinia sclerotiorum*, *Trichoderma hamatum*

## Abstract

The free‐living soil fungus *Trichoderma hamatum* strain GD12 is notable amongst *Trichoderma* strains in both controlling plant diseases and stimulating plant growth, a property enhanced during its antagonistic interactions with pathogens in soil. These attributes, alongside its markedly expanded genome and proteome compared with other biocontrol and plant growth‐promoting *Trichoderma* strains, imply a rich potential for sustainable alternatives to synthetic pesticides and fertilizers for the control of plant disease and for increasing yields. The purpose of this study was to investigate the transcriptional responses of GD12 underpinning its biocontrol and plant growth promotion capabilities during antagonistic interactions with the pathogen *Sclerotinia sclerotiorum* in soil. Using an extensive mRNA‐seq study capturing different time points during the pathogen–antagonist interaction in soil, we show that dynamic and biphasic signatures in the GD12 transcriptome underpin its biocontrol and plant (lettuce) growth‐promoting activities. Functional predictions of differentially expressed genes demonstrate the enrichment of transcripts encoding proteins involved in transportation and oxidation–reduction reactions during both processes and an over‐representation of siderophores. We identify a biphasic response during biocontrol characterized by a significant induction of transcripts encoding small‐secreted cysteine‐rich proteins, secondary metabolite‐producing gene clusters and genes unique to GD12. These data support the hypothesis that *Sclerotinia* biocontrol is mediated by the synthesis and secretion of antifungal compounds and that GD12's unique reservoir of uncharacterized genes is actively recruited during the effective biological control of a plurivorous plant pathogen.

## Introduction

There is an ever‐increasing interest in novel solutions to enhance crop yields. Agricultural intensification continues to be constrained by emerging, re‐emerging and endemic pathogens that currently account for ∼30% of losses in global crop production (Oerke and Dehne, 2004; Savary *et al*., 2012). Spiralling fertilizer costs and the associated financial carbon footprint of fossil fuel‐derived fertilizers mean that innovative solutions are needed to overcome suboptimal soil fertility if marginal land is to be effectively farmed (Hillier *et al*., 2009). Similarly, growing public anxiety of the environmental and health impacts of synthetic chemical additives is restricting the numbers of effective pesticides (Carvalho, 2006). These factors are coupled with increasing resistance to fungicides and public distrust in genetic modification (Frewer *et al*., 2004; Huesing *et al*., 2016; Magnusson and Hursti, 2002). Therefore, it is essential to identify innovative approaches to enhance productivity. Harnessing the natural growth promotion and biocontrol properties of plant‐beneficial rhizosphere microbes is an area with enormous potential to provide an increase in agricultural productivity, whilst minimizing inputs, waste and other negative impacts of agricultural intensification. The identification and exploitation of such biologics require approaches that combine multi‐scale studies of whole‐organism biology, genomics and chemistry.

The biological control and plant growth promotion (PGP) properties of *Trichoderma* species have been well documented (Hermosa *et al*., 2012; Matarese *et al*., 2012; Omann *et al*., 2012; Ryder *et al*., 2012). Diseases are controlled through direct hyperparasitism of rhizosphere pathogens (Benítez *et al*., 2004), through competition (Ryder *et al*., 2012), through the production of antimicrobial compounds (Steindorff *et al*., 2014; Vos *et al*., 2014), through the secretion of compounds that induce systemic resistance in plants (Lamdan *et al*., 2015) and, in many cases, most likely through a combination thereof (Howell, 2003). In addition, certain *Trichoderma* strains are able to improve the productivity of monocot and dicot plants by accelerating seed germination and root and shoot development (Chang *et al*., 1986; Yedidia *et al*., 2001), and by increasing resilience to abiotic stresses, such as drought (Bae *et al*., 2009; Donoso *et al*., 2008) and salinity (Brotman *et al*., 2013; Mastouri *et al*., 2010).

There is considerable agronomic interest in understanding the molecular mechanisms underpinning these beneficial processes. The transcriptional responses of three *Trichoderma* species with differing abilities to hyperparasitize *Rhizoctonia solani* are species specific, with distinct gene families and discrete biochemical processes being deployed by each fungus, despite the presence of orthologues across all three biocontrol species (Atanasova *et al*., 2013). Thus, the biocontrol capabilities of different *Trichoderma* species appear to be heavily dependent on specific transcriptional reprogramming events during antagonistic interactions. For example, during PGP, *T. virens* cultured hydroponically with maize or tomato roots deployed both common and plant‐specific transcriptional programmes, with important roles implicated for glycosyl hydrolases and transporters (Moran‐Diez *et al*., 2015). Plant–pathogen–hyperparasite interactions induce specific gene expression (Steindorff *et al*., 2014), including the over‐representation of transporters and carbohydrate‐active enzymes, similar to those identified during *T. virens* PGP (Moran‐Diez *et al*., 2015). Such robustness and flexibility in the deployment of different genome components to achieve biocontrol suggests that different modes of pathogen perception feed into a convergent network. Collectively, these findings imply that both biocontrol and PGP can utilize common biological pathways to synthesize and deliver bioactive antimicrobial and PGP compounds. Indeed, initial transcriptional responses of *T. harzianum* grown in the presence of tomato plants, chitin (an integral component of the fungal cell wall) or a simple glucose medium showed much greater similarity between plant and chitin, rather than glucose, treatments, inferring that, during initial establishment, common molecular mechanisms apply to the processes of PGP and biocontrol (Samolski *et al*., 2009).

The majority of *Trichoderma* species investigated to date usually exhibit either PGP or biocontrol properties. Notably, *T. hamatum* strain GD12 (hereafter referred to as GD12) is a rare example that exhibits both properties (Ryder *et al*., 2012; Studholme *et al*., 2013). In lettuce microcosms containing low‐pH, nutrient‐poor peat, GD12 elicits both the biocontrol of root‐infecting pathogens and PGP (Ryder *et al*., 2012; Studholme *et al*., 2013). Genome sequencing of GD12 revealed a strikingly expanded genome with over 4500 predicted proteins without orthologues in four closely related *Trichoderma* species, including a large percentage of the predicted secretome—classically comprising small secreted cysteine‐rich proteins (SSCRPs). Some SSCRPs are likely to function as potential effector molecules that collaborate in biocontrol and PGP. Consistent with this, in other *Trichoderma* species, SSCRPs have been shown to be up‐regulated during PGP (Moran‐Diez *et al*., 2015), during induction of systemic resistance (Lamdan *et al*., 2015) and during biocontrol (Atanasova *et al*., 2013). Thus, the expanded repertoire of SSCRPs unique to GD12 may contribute to its dual biocontrol and PGP properties.

In this study, we compared the transcriptional response of GD12 in peat during lettuce PGP with that induced during its biocontrol of the pathogen *Sclerotinia sclerotiorum* over 15 days, sampling at six time points. Using mRNA‐seq, we captured the extent of transcriptional reprogramming in both GD12 and GD12–*S. sclerotiorum* mixed microcosms during the PGP and biocontrol processes, and showed that antagonistic interaction between *S. sclerotiorum* and GD12 activates unique and extensive transcriptional reprogramming early in the interaction, not seen under PGP conditions. Of particular note, underpinning these responses are specific subsets of both SSCRPs and predicted secondary metabolite‐associated gene clusters, indicative of important roles for both during PGP and disease amelioration.

## Results and Discussion

### PGP of lettuce by *T. hamatum* strain GD12 is increased during antagonism of *S. sclerotiorum*

In this study, we investigated the transcriptional reprogramming in *T. hamatum* strain GD12 during its antagonism of the soil pathogen *S. sclerotiorum*. GD12 biocontrol of *S. sclerotiorum* not only abrogates post‐emergence pathogenesis of lettuce, but, remarkably, further enhances lettuce growth promotion in comparison with GD12 alone (Studholme *et al*., 2013).

A peat microcosm time course was set up in six‐well plates containing peat only (control), peat with GD12 only, peat with *S. sclerotiorum* only or peat with GD12 and *S. sclerotiorum*, each well containing a single lettuce seedling. Plates were randomized daily. At 1, 2, 4, 7, 10 and 15 days, random triplicate samples for each treatment (each sample comprising two pooled wells) were harvested and immediately snap frozen in liquid nitrogen (for the experimental design, see Fig. S1 in Supporting Information). Inoculation of peat with *T. hamatum* GD12 showed significant PGP of lettuce across the 15‐day time course compared with lettuce grown in peat alone (Fig. 1A). In addition, antagonistic interactions following amendment with *S. sclerotiorum* led to further enhancement of PGP (Fig. 1A), as reflected in the significant increases in dry weight in both roots and shoots during the antagonistic interaction compared with GD12 alone (Fig. 1B). As expected, no lettuce germinated in the peat microcosms containing *S. sclerotiorum* only.

**Figure 1:**
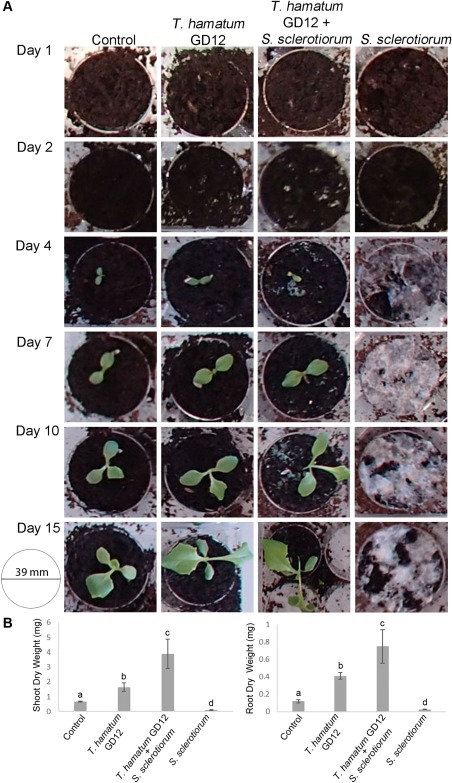
Summary overview of individual lettuce plants showing plant growth promotion and biocontrol of *Sclerotinia sclerotiorum* by *Trichoderma hamatum* GD12 through the 15‐day experimental period. (A) Photographs of wells containing a single representative lettuce plant growing in peat treated with *T. hamatum* GD12 only, *S. sclerotiorum* only, *T. hamatum* GD12 and *S. sclerotiorum* or with no treatment (Control). The diameter of each well is 39 mm. A full overview is presented in Fig. S1. (B) Quantification of plant growth promotion by *T. hamatum* GD12 in the presence of *S. sclerotiorum*. Dry weights of lettuce shoots and roots were measured after 14 days of growth in peat supplemented with the treatments presented in (A). Each bar is the mean dry weight per plant of three experimental replicates, each containing (25) replicates (plants) ± standard errors. Bars with different letters are significantly different from one another at *P* < 0.05.

### Identification of differentially expressed genes (DEGs) differs significantly between DESeq2, CuffDiff2 and edgeR

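Peat microcosms planted with lettuce received GD12 alone (GD12-only), *S. sclerotiorum* alone or both fungi (mixed-species microcosms, MSMs), and RNA was sequenced at 6 time points, days 1, 2, 4, 7, 10 and 15. The authors removed low-quality reads and spike-in control reads, aligned the rest to the GD12 genome and what remained to the *S. sclerotiorum* genome, counted reads on predicted genes with HTSeq and divided the counts of each library by a size factor from DESeq2. The resulting normalized counts cover 12591 GD12 genes and 14503 *S. sclerotiorum* genes in 51 libraries. There were 3 libraries per group, except for 2 in GD12-only microcosms at days 7 and 10 and 2 in MSMs at day 10. Multiplying by the size factor of each library returned whole numbers of reads for 100% of the values, within 0.1 read. Medians of ratios recomputed over all 51 libraries gave the same relative size factors, and only 21 GD12 genes, those above 0 in every library, entered them.

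Reads counted on GD12 genes ranged from 740971 to 17726737 per GD12-only or MSM library, with a median of 6534694. In GD12-only microcosms they lay between 8248824 and 17726737 at day 1 (median 17492792), between 5595295 and 11845680 at day 2 (median 10720332), between 3503023 and 6992300 at day 4 (median 4105295), and between 740971 and 1145653 at day 15 (median 1029769). The pair of GD12-only libraries had 2592704 and 2837631 reads at day 7 and 3277475 and 4013640 at day 10. In MSMs the range was 9418424 to 9799715 at day 1 (median 9646620), 6693147 to 7447568 at day 2 (median 7230813), 5289962 to 8527946 at day 4 (median 6353623), 4559830 to 7141095 at day 7 (median 6534694) and 2304335 to 12985153 at day 15 (median 3730757). At day 10 the pair of MSM libraries had 4832740 and 8940908 reads.

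MSMs were compared with GD12-only microcosms at each time point with limma, using a mean-variance trend, on log2(normalized count + 1) in 1 fit over 33 libraries in 12 groups. The test covered the 11316 GD12 genes with a mean of at least 1 normalized count over these libraries. Adjusted p values are two-sided and follow Benjamini and Hochberg over all genes tested at a time point, and a gene is called differentially expressed when its adjusted p is below 0.05. Log2 fold changes are MSM minus GD12-only on the log2(normalized count + 1) scale, on which the added 1 draws the fold changes of weakly expressed genes towards 0. Groups, filter, pseudocount, test and most alternatives to them were chosen before the data were examined. Genes are identified by contig, start and end in the GD12 draft genome, and the names given to them are Blast matches to proteins of other species from the paper's tables.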

To assess the transcriptional response of GD12 and *S. sclerotiorum* during plant–pathogen–hyperparasite interactions, RNA was extracted directly from the frozen microcosm samples. Bar‐coded cDNA libraries were sequenced using Illumina 100‐bp paired‐end reads. The resulting processed RNA reads were aligned to the GD12 reference genome (Studholme *et al*., 2013), and unmapped reads were then aligned to the *S. sclerotiorum* reference isolate 1980 (Amselem *et al*., 2011). As expected, the majority of RNA reads aligned to the *T. hamatum* reference (Studholme *et al*., 2013) in both the GD12‐only and mixed‐species microcosms (MSMs) (Fig. 2). 

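Computed from the read totals in the paper's Table S1, the share of all reads aligned to GD12 in GD12-only microcosms was 91.5% ± 1.93 (SD, n = 3 libraries) at day 1, 81.1% ± 3.22 (n = 3) at day 2, 72.0% ± 4.16 (n = 3) at day 4, 54.0% ± 0.103 (n = 2) at day 7, 47.9% ± 19.1 (n = 2) at day 10 and 40.8% ± 3.42 (n = 3) at day 15. In MSMs the share was 81.1% ± 3.98 at day 1, 87.1% ± 0.436 at day 2, 85.0% ± 2.68 at day 4, 80.6% ± 4.45 at day 7, 81.4% ± 0.334 at day 10 (n = 2) and 62.2% ± 5.86 at day 15 (n = 3 at the other time points). Among the reads counted on genes of either fungus, GD12 genes took 99.8% ± 0.101 (n = 2) in GD12-only microcosms at day 7, the lowest of these groups, and in MSMs 85.5% ± 3.48 (n = 3) at day 1 and 97.0% ± 1.23 (n = 3) at day 2.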

We hypothesize that the increased proportion of GD12 reads seen at 4–7 days in the MSMs is accounted for by the stimulation of antimicrobial activity in the presence of *S. sclerotiorum*. Similarly, *S. sclerotiorum* formed the majority of reads in the *S. sclerotiorum*‐only microcosms, and represented a declining proportion of the RNA population in the MSMs as the time course progressed, consistent with activation of the GD12 biocontrol. 

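In the *S. sclerotiorum*-only microcosms (3 libraries per time point), reads aligned to *S. sclerotiorum* made up on average 87.2% of all reads at day 1, 75.4% at day 2, 84.4% at day 4, 70.0% at day 7, 65.2% at day 10 and 39.6% ± 5.40 (SD) at day 15. Of the reads counted on genes of either fungus at day 15, *S. sclerotiorum* genes took 69.3% ± 14.3 in these libraries. In MSMs, *S. sclerotiorum* genes took 14.5% ± 3.48 of the reads on genes at day 1 and 2.99% ± 1.23 at day 2 (SD, n = 3). All 3 MSM libraries of day 1 lay above all 3 of day 2, with 11.0% to 17.9% against 2.12% to 4.39%.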

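The share of all reads that aligned to *S. sclerotiorum* in MSMs was 12.9% ± 2.66 (SD, n = 3, 10.0% to 15.3%) at day 1 and 2.63% ± 1.14 (n = 3, 1.82% to 3.93%) at day 2. Reads counted on *S. sclerotiorum* genes in these libraries numbered 1207950 to 2057443 at day 1 and 144858 to 342350 at day 2. The mean share was 3.24% ± 1.28 at day 4, 3.38% ± 2.96 at day 7, 0.503% ± 0.308 at day 10 (n = 2) and 0.457% ± 0.461 at day 15. Without 1 library it lay between 1.79% and 4.72% at day 7, 0.285% and 0.721% at day 10, and 0.192% and 0.608% at day 15. Counting the MSM library of day 10 that the paper left out raises the mean at day 10 to 13.7%. In GD12-only microcosms, which received no *S. sclerotiorum*, the mean share was 0.0587% at day 10 (n = 2) and 0.237% at day 15 (n = 3, 0.227% to 0.243%). MSM libraries of day 15 ranged from 0.154% to 0.987%, so shares at this level do not by themselves show remaining *S. sclerotiorum*.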

At 1 day, *S. sclerotiorum* reads accounted for approximately 10%–20% of total reads in the MSMs, and this had declined to less than 5% by 2 days. 

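The GD12 share of all reads in MSMs minus that in GD12-only microcosms was -10.4 percentage points at day 1, 6.02 at day 2, 13.0 at day 4, 26.6 at day 7, 33.5 at day 10 and 21.4 at day 15. Without 1 library the difference at day 10 lay between 20.0 and 47.0 points. At days 2 to 15 every MSM library lay above every GD12-only library of its time point, and at day 1 every MSM library lay below. Two-sided exact permutation tests gave p = 0.1 at each time point except day 10 (p = 0.333), the smallest p that 3 libraries against 3 or 2, and 2 against 2, allow. Adjusted over the 6 time points these are 0.12 and 0.333. Averaged over days 2 to 15 the difference was 20.1 points (permutation test within time points, two-sided, p = 1e-05, the smallest that 100000 permutations allow).

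The alternative that moved this most was to include the MSM library of day 10 that the paper left out, with which the average is 16.2 points (p = 0.00432) and the difference at day 10 is 14.0 points (exact permutation test, p = 0.6) and no longer separates all libraries. Reads counted on GD12 genes gave a share of all reads of 63.0% in MSMs against 66.7% in GD12-only microcosms at day 1, 49.0% against 42.3% at day 2 and 40.6% against 11.7% at day 15. By that measure the libraries of MSMs and GD12-only microcosms overlapped at days 1 and 2 (exact permutation tests, p = 0.6 and 0.5), and the average difference over days 2 to 15 was 22.3 points (permutation test, p = 3e-05). From the larger share of GD12 reads in MSMs, the paper reasons that transcription in GD12 was enhanced by antagonism.

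**Figure D1:**
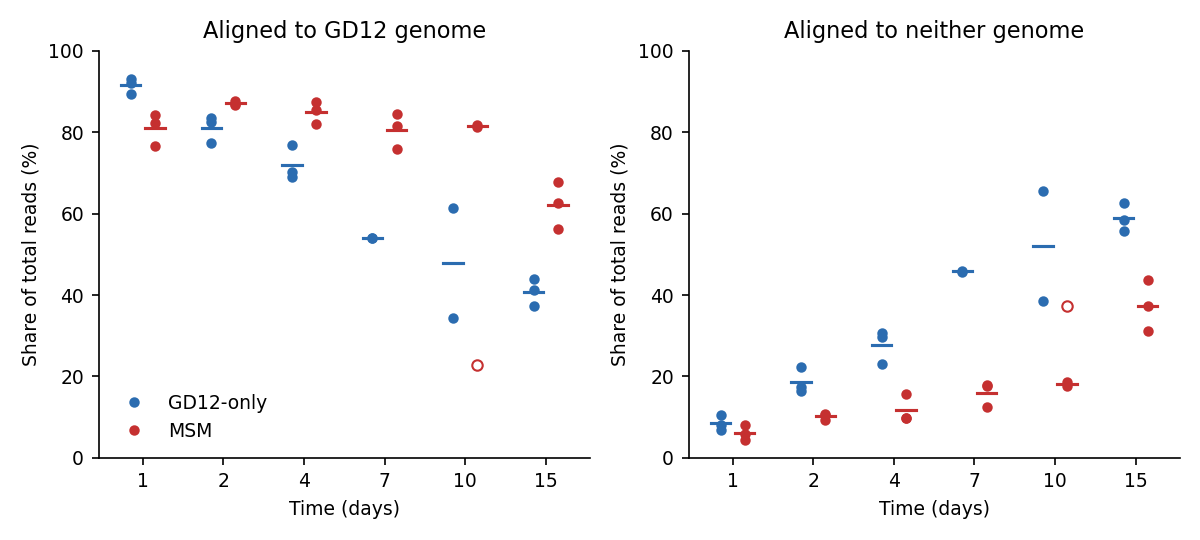
Share of all reads (%) aligned to GD12 and aligned to neither genome in GD12-only microcosms and MSMs at each time point in days, with 1 point per library and bars at the means. The open circle is the MSM library of day 10 left out by the paper, and apart from it the GD12 shares of MSMs from day 2 on lie above those of GD12-only microcosms.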

Notably, from 2 days, there was a much larger proportion of reads aligning to GD12 in the MSMs than in the GD12‐only microcosms, indicating enhanced transcriptional activity as a result of antagonism (Fig. 2). It should be noted that the increasing proportion of GD12 reads in the *S. sclerotiorum*‐only samples, notable at 15 days, was exacerbated by the alignment strategy, which first aligned reads to the GD12 genome, and then to the *S. sclerotiorum* genome, and thus any *Sclerotinia* reads belonging to genes that are common with or highly similar to GD12 will first be identified as *Trichoderma* reads. 

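In the *S. sclerotiorum*-only libraries the share of all reads aligned to GD12 was on average 2.18% at day 1, 6.03% at day 2, 2.73% at day 4, 6.58% at day 7, 9.25% at day 10 and 22.9% at day 15 (13.8% to 39.7%, n = 3). Reads counted on GD12 genes in these libraries numbered 231 to 3718 at day 1, 295 to 1037 at day 2 and 969 to 5631 at day 4. They numbered 187679 to 428817 at day 7 (n = 2), 18756 to 1229275 at day 10 and 353521 to 2971667 at day 15. As a percentage of the reads on *S. sclerotiorum* genes, this is 0.00362% to 0.0234% at day 1 and 22.9% to 87.1% at day 15. Of the reads aligned to GD12 in these libraries, 0.0446% to 2.16% were counted on genes at day 1 and 56.5% to 65.3% at day 15.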

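Reads that aligned to both genomes made up between 0.733% and 14.3% of all reads per library, with a mean of 4.08% over 51 libraries (totals from Table S1). To limit their effect on single genes, reads on each GD12 gene in the *S. sclerotiorum*-only libraries were scaled to the *S. sclerotiorum* reads in the MSMs of the same time point. This scaled count reached 10% of the MSM value in 1 of the genes tested at day 1, 0 at day 2, 1 at day 4, 16 at day 7, 4 at day 10 and 15 at day 15, and 2 of these genes, both at day 7, were called higher in MSMs.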

Across all samples, on average, 4% of reads aligned to both the GD12 and *Sclerotinia* genomes. Table S1 (see Supporting Information) contains full read statistics and read alignments to each specific genome.

**Figure 2:**
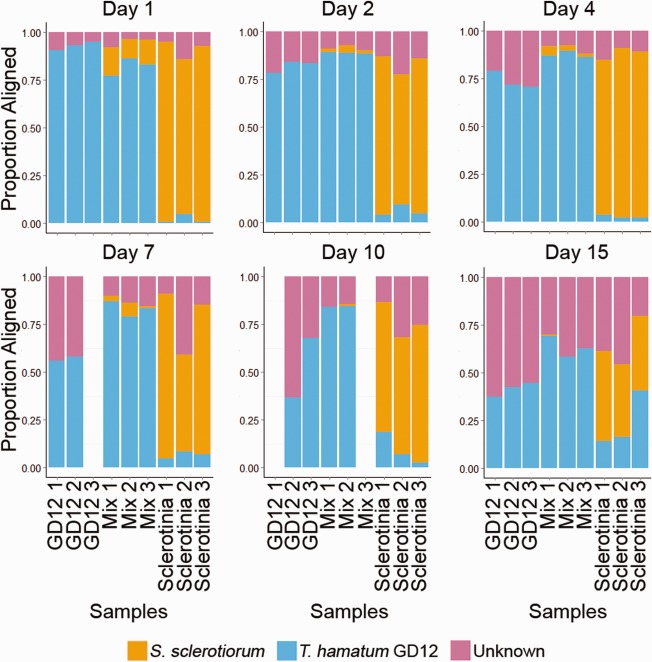
Summary of mRNA‐seq read distributions across the time course. Proportion of RNA reads at 1, 2, 4, 7, 10 and 15 days aligned to each reference genome. Blue, proportion of reads aligned to the *Trichoderma hamatum* GD12 reference. Orange, proportion of unmapped reads then aligned to the *Sclerotinia sclerotiorum* 1980 reference. Pink, proportion of unmapped reads.

All samples showed a proportion of RNA that did not align to either genome. This proportion increased over the duration of the experiment and most likely represents natural colonization by airborne organisms in the controlled environment chamber over time. 

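From the totals in Table S1, reads aligned to neither genome averaged 8.45% of all reads at day 1 and 59.0% at day 15 in GD12-only microcosms, 6.06% and 37.4% in MSMs, and 10.6% and 37.5% in *S. sclerotiorum*-only microcosms (n = 3 in each). Of all reads in GD12-only microcosms, 66.7% were counted on GD12 genes at day 1 and 11.7% at day 15.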

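Reads aligned to neither genome made up 18.7% of all reads in GD12-only microcosms and 10.3% in MSMs at day 2, 27.8% and 11.8% at day 4, 45.8% and 16.0% at day 7, and 52.0% and 18.1% at day 10 (group means, totals from Table S1). Every MSM library had a lower share than every GD12-only library of its time point from day 2 on (MSM minus GD12-only -8.47, -16.1, -29.8, -34.0 and -21.6 percentage points at days 2, 4, 7, 10 and 15). Two-sided exact permutation tests gave p = 0.1 at these time points (0.15 adjusted over the 6 time points) and p = 0.333 at day 10, again the smallest possible. The difference averaged -22.0 points over days 2 to 15 (permutation test, p = 1e-05), and at day 1 it was -2.39 points (exact permutation test, p = 0.3). At day 10 it lay between -47.4 and -20.5 points without 1 library. Reads counted on GD12 genes moved the other way, 68.0% of all reads in MSMs against 49.0% in GD12-only microcosms at day 4.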

Notable was the increase in the proportion of unknown reads over time and, in particular, the larger proportion of these evident as early as 4 days in MSMs, in which cryptic chemistries activated by GD12–*S. sclerotiorum* antagonistic interactions are present.

Of the 54 RNA extractions, the level of recovery from two replicates, 7‐day GD12 replicate 3 and 10‐day GD12 replicate 1, was insufficient to prepare high‐quality mRNA‐seq libraries. On sequencing the 52 replicates, a single mixed species replicate at 10 days was excluded from further analysis because of the unusually high proportion of reads mapping to the *S. sclerotiorum* genome. This sample had been previously flagged, as it corresponded to a sample well that contained a single plant with atypically less growth (circled in Fig. S1), indicative of an isolated example of failed biocontrol. 

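In the MSM library of day 10 that was left out, 40.0% of all reads aligned to *S. sclerotiorum*, 22.7% to GD12 and 37.3% to neither (totals from Table S1). In the other MSM libraries of day 10, 13702 and 78150 reads were counted on *S. sclerotiorum* genes against 4832740 and 8940908 on GD12 genes. Reads on genes of the left-out library were not analysed here, so its effect on differential expression was not computed.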

The absence of these data points is accounted for by the analysis software and does not therefore have a negative effect on the dataset.

Our primary focus for this study was how *S. sclerotiorum* modified the transcriptional response of GD12 during antagonistic interactions in peat. The strategy was to compare the expression profiles during this antagonistic response with those of GD12 alone which underpins PGP. Genes with significantly reduced expression or no expression in GD12‐only microcosms would be assigned as up‐regulated in MSMs, and vice versa for those genes identified as up‐regulated in the GD12‐only microcosms. Analysis of these differences is predicted to provide an insight into how GD12 deploys its significantly expanded genome in biocontrol.

We first analysed the differences in the transcriptional response of GD12 and *S. sclerotiorum* using three separate differential expression analysis software packages. HTSeq (Anders *et al*., 2014) was used for the quantification of reads at each predicted gene location, which were then employed for DESeq2 (Love *et al*., 2014) and edgeR (Robinson *et al*., 2010) analyses. In addition, Cufflinks (Trapnell *et al*., 2010) was used to quantify transcripts, which were then analysed by CuffDiff2 (Trapnell *et al*., 2013). All three methods used a significance threshold of <0.05 for either the adjusted *P* value or *q* value, representing a 5% false discovery rate, corrected for multiple testing using the Benjamini–Hochberg method (Benjamini and Hochberg, 1995).

The DEGs relative to each condition differed strikingly depending on the software chosen (Fig. 3). This appears to be a consequence of the different statistical models used between software packages. 

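DESeq2 and edgeR were run on the recovered reads of the 33 libraries, each with its own size factors and 12 groups in 1 fit. DESeq2 called 1616, 4770, 3149, 4087, 4594 and 5249 genes at days 1, 2, 4, 7, 10 and 15, and edgeR's quasi-likelihood test called 1414, 4516, 2898, 3939, 4378 and 5106. In these fits DESeq2 called more genes than edgeR at every time point. Genes called by both in the same direction made up 83.6%, 92.5%, 90.8%, 92.8%, 93.4% and 88.3% of those called by either. The order changed with the groups in the fit and with the scaling. Fitting only the 2 groups of each time point, edgeR called more genes at 5 of the 6 time points (2300, 3915, 3194, 2816 and 4025 against 2242, 3818, 2915, 2523 and 3739 at days 1, 2, 4, 10 and 15), and DESeq2 at day 7 (2693 against 2628). With the authors' size factors in both tools, an alternative chosen after seeing the data, edgeR called 1356, 3945, 2808, 2970, 4062 and 4630 genes and DESeq2 964, 3086, 2065, 2372, 3351 and 3979. CuffDiff2 was not run, since it needs aligned reads.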

CuffDiff2 applies a negative binomial model, followed by computation of a *t*‐like statistic based on fragments per kilobase per million mapped read (FPKM) values (Trapnell *et al*., 2010). DESeq2 and edgeR both use raw count data. However, DESeq2 uses a negative binomial model with a general linear model for comparison (Love *et al*., 2014), whereas edgeR uses a similar over‐dispersed Poisson model to explain variation, followed by an empirical Bayes model (Robinson *et al*., 2010). It is surprising that such remarkable differences are generally not considered when undertaking mRNA‐seq studies, as these statistical software packages have been compared previously using data from the well‐annotated *Saccharomyces cerevisiae* genome (Nookaew *et al*., 2012). Similar to the results seen in Fig. 3, the study by Nookaew *et al*. (2012) showed large variations in the number of DEGs; however here edgeR identified a much higher number of genes, whereas Nookaew *et al.* (2012) show CuffDiff2 identified the largest number of DEGs. Despite these differences, the overall biological interpretations based on gene ontology (GO) did not differ between software programs (Nookaew *et al*., 2012).

**Figure 3:**
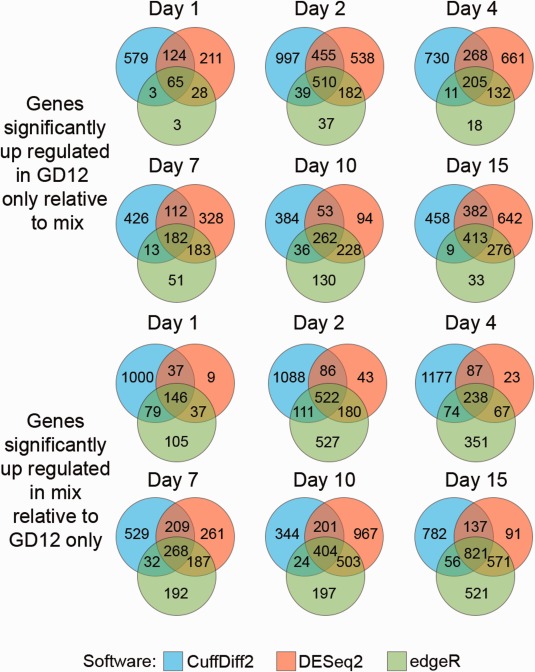
Classification of differentially expressed genes using three differential expression analysis software packages. Number of differentially expressed genes identified by CuffDiff2 (blue), DESeq2 (red) and edgeR (green) at each time point. The top panel shows the number of genes with significantly higher expression in the *Trichoderma hamatum* GD12‐only microcosms, whereas the bottom panel shows the number of genes with significantly higher expression in the mixed‐species microcosms.

Log‐fold changes, as calculated by DESeq2 and edgeR, can easily be compared because the gene model used by each program is identical. 

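Log2 fold changes of MSMs against GD12-only microcosms from DESeq2 and edgeR were compared across the 11316 genes tested, which are not independent replicates. Pearson's r was 0.999 at day 1, 1.000 at day 2, 0.999 at day 4, 0.992 at day 7, 0.995 at day 10 and 0.971 at day 15. Fitting only the 2 groups of each time point gave 0.979 at day 15, the largest change.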

In our data, these log‐fold changes showed highly significant correlations (Pearson correlation > 0.97) despite differences in the number of DEGs identified (Fig. S2, see Supporting Information). Comparisons with CuffDiff2 are more complex as it only uses gene models as a guide and exact locations of transcripts are predicted *de novo*. In addition to our 12 591 gene predictions, Cufflinks predicted a further 8076 transcripts and frequently altered gene coordinates, thus contributing to the differences observed in Fig. 3.

For all subsequent analyses, we chose to use DESeq2 for the following reasons. First, CuffDiff2 predicts *de novo* transcript coordinates that do not match the FGenesH predictions in the GD12 reference (Studholme *et al*., 2013), notably the bespoke predictions of SSCRP‐encoding genes associated with the GD12 secretome. Second, despite finding similar biological ontologies between DEGs (Nookaew *et al*., 2012), it has been reported that edgeR produces a higher number of false positives (Zhang *et al*., 2014). To use the intersection of all three programs would multiply all biases; thus, based on the arguments above, the more conservative DESeq2 was used to focus on the most robustly identified differential signals.

### *Trichoderma hamatum* GD12 has a distinct transcriptional profile when confronted with *S. sclerotiorum*

We defined ‘expressed’ as having a DESeq2‐normalized count of ≥25. Using this criterion, we identified ∼50% of the 12 591 predicted genes in GD12 and MSM treatments as being expressed during the time course. 

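With a group mean of at least 25 normalized counts as the criterion, between 4790 (38.0%) and 6414 (50.9%) of the 12591 genes were expressed in a group, with a mean of 5622 (44.6%) over the 12 groups of GD12-only microcosms and MSMs. In at least 1 group 8056 genes (64.0%) were expressed, and in all 12 groups 3533 (28.1%).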

Figure 4 summarizes the differences in expression between GD12 and GD12/*S. sclerotiorum* peat amendments over the 15‐day time course. 

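Genes with a mean of at least 25 normalized counts in both GD12-only microcosms and MSMs numbered 5792 at day 1, 5049 at day 2, 5194 at day 4, 4346 at day 7, 4479 at day 10 and 5428 at day 15. The threshold moved these numbers most, to between 2383 and 3716 genes at 50 normalized counts and between 7040 and 8054 at 10.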

The core shared transcriptome between treatments comprised between ∼4300 and ∼5800 genes. A greater percentage of expressed genes were present in GD12 treatments between 1 and 4 days (Fig. 4). By contrast, between 7 and 15 days, the MSM treatment had a larger proportion of expressed genes, numerically representing nearly 25% of the core transcriptome at 10 days (Fig. 4). 

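Expressed in GD12-only microcosms and not in MSMs were 622 genes at day 1, 710 at day 2 and 731 at day 4, against 168, 392 and 274 expressed in MSMs only. The side with more genes depended on the scaling of the libraries. With medians of ratios recomputed over the 33 libraries, an alternative that was added for these numbers after the data were seen, 289 genes were specific to GD12-only microcosms and 334 to MSMs at day 1, 524 and 552 at day 2, and 416 and 452 at day 4.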

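MSMs had 667, 1108 and 768 genes expressed at days 7, 10 and 15 that GD12-only microcosms did not, against 444, 339 and 660 specific to GD12-only microcosms. The 1108 genes of day 10 compare with 4479 genes shared at that time point. Under the recomputed scaling MSMs still had more specific genes, by less at days 7 and 10 (571 against 522 and 664 against 628) and by more at day 15 (808 against 598). The side at day 15 changed with a threshold of 50 normalized counts (699 specific to MSMs against 772 to GD12-only microcosms) and without GD12-only replicate 2 (729 against 741) or MSM replicate 3 (766 against 769). The larger number for MSMs at day 7 rested on GD12-only replicate 2 of that day, without which both numbers were equal.

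**Figure D2:**
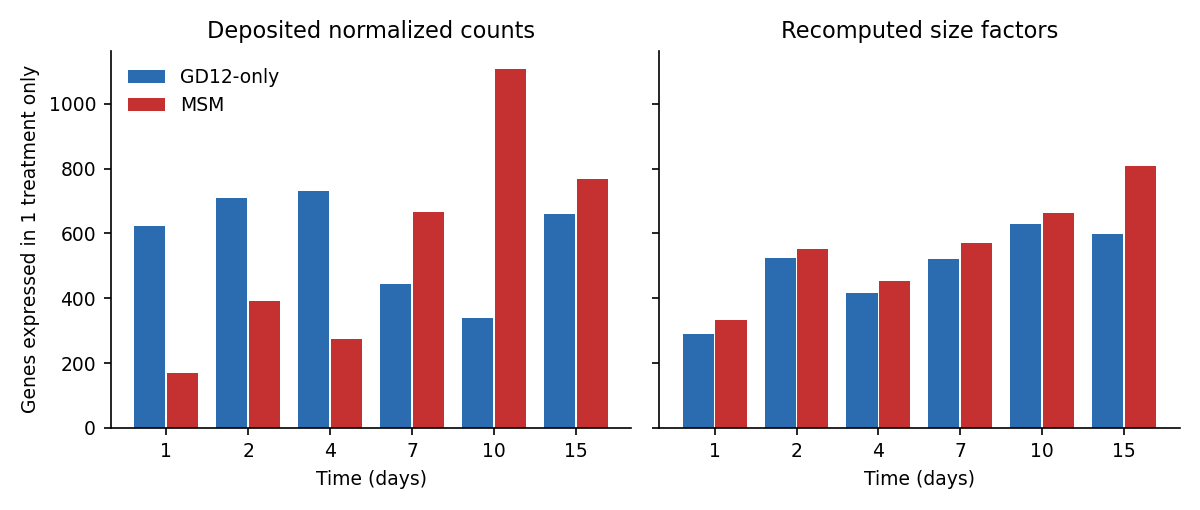
Number of GD12 genes with a mean of at least 25 normalized counts in only 1 of the 2 treatments at each time point in days, with the authors' size factors and with size factors recomputed over the 33 libraries. With recomputed size factors the numbers for GD12-only microcosms and MSMs lie closer together at days 1 to 10 and further apart at day 15, and at days 1 to 4 MSMs have more.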

The *S. sclerotiorum* transcriptional profile was not the primary objective of this study. 

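Reads counted on *S. sclerotiorum* genes fell in MSMs from a median of 1631703 per library at day 1 to 182304 at day 2, 204607 at day 4 and 251694 at day 7 (n = 3 each). The MSM libraries held 13702 and 78150 such reads at day 10 and between 3791 and 184708 (median 5327) at day 15. In *S. sclerotiorum*-only microcosms the median was 11048110 at day 1, 8202937 at day 2, 11197318 at day 4, 6537396 at day 7, 4866594 at day 10 and 3413586 at day 15 (n = 3 each). The number of *S. sclerotiorum* genes above 0 in every MSM and *S. sclerotiorum*-only library of a time point fell from 9985 at day 1 to 856 at day 15. From the small number of reads, the paper reasons that a test of differential expression in *S. sclerotiorum* would not be statistically sound.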

We initially undertook the analysis of differential gene expression in *S. sclerotiorum*; however, the dramatically reduced number of reads in the MSMs compared with the monoculture, because of aggressive biocontrol by GD12, meant that any differential expression analysis of the *S. sclerotiorum* transcriptome would not be statistically valid. The summary of the read numbers and raw data is available in Table S1 (GEO accession number GSE67909).

**Figure 4:**
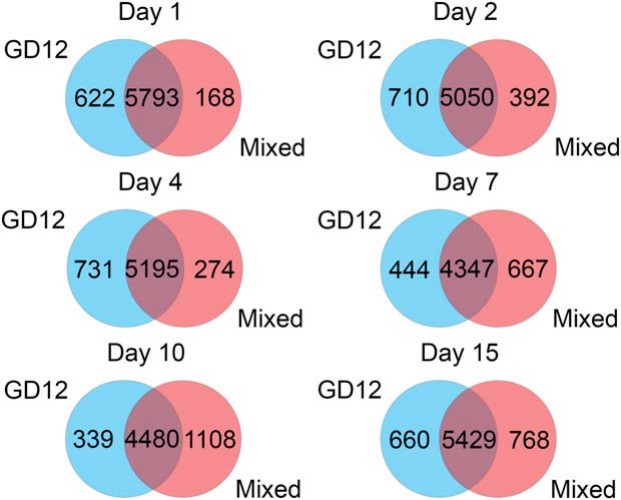
Treatment‐specific gene dynamics over the experimental time course. Number of genes expressed (normalized count ≥ 25) in either the *Trichoderma hamatum* GD12‐only microcosms (blue) or the mixed‐species microcosms (red) at each time point, as determined by DESeq2.

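Of the 11316 genes tested, 754 were higher in GD12-only microcosms and 324 in MSMs at day 1, 2616 and 1018 at day 2, 1826 and 665 at day 4, 1191 and 1779 at day 7, 809 and 2998 at day 10, and 2766 and 2789 at day 15. These numbers depended on the scaling. Size factors recomputed as medians of ratios over the 33 libraries, which rest on 9999 genes, gave 308 and 707 at day 1, 2178 and 1929 at day 2, 1145 and 1402 at day 4, 1987 and 2039 at day 7, 1995 and 2157 at day 10, and 2803 and 3230 at day 15. The share of called genes that were higher in GD12-only microcosms was 69.9%, 72.0%, 73.3%, 40.1%, 21.3% and 49.8% with the authors' size factors and 30.3%, 53.0%, 45.0%, 49.4%, 48.0% and 46.5% with the recomputed ones. Over all genes tested the median log2 fold change was -0.24, -0.20, -0.22, 0.09, 0.31 and -0.07 at the 6 time points with the authors' size factors, and between -0.02 and 0.02 with the recomputed ones.

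Single libraries also moved the numbers. Genes called higher in GD12-only microcosms at day 1 fell to 266 without GD12-only replicate 2 and rose to 881 without MSM replicate 3 of that day. Without MSM replicate 1 of day 2, 1384 genes were called higher in GD12-only microcosms at day 2, and without that of day 4, 1085 at day 4. At day 7, the number called higher in GD12-only microcosms was 545, and in MSMs 543, without GD12-only replicate 2, when a lone library stands for its group and is assumed to vary like the others. Without MSM replicate 1 of day 10, 358 genes were called higher in GD12-only microcosms at day 10, and without MSM replicate 2, 1683 were called higher in MSMs.

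In a simulation on these group sizes and depths, 200 of 12127 genes were changed by a log2 fold change of 2, all with a mean of at least 25 normalized counts. limma recovered between 93.0% and 98.0% of them. Counts were drawn, and scaled for limma, with recomputed size factors. Weaker genes, smaller changes and errors of the authors' size factors are therefore not covered. Unchanged genes called by limma numbered between 10 and 22 at days 1 to 10 but 156 of 352 calls (44.3%) at day 15, 127 of them higher in MSMs, where GD12-only libraries are the shallowest. For DESeq2 and edgeR the number at day 15 was 9 of 199 and 8 of 198 calls. At days 1 to 10 it was between 13 and 27 for DESeq2, above limma's at days 1, 2, 4 and 10, and between 9 and 19 for edgeR, and on the microcosm data these tools called 5249 and 5106 genes at day 15.

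The largest changes without overlap between libraries were those of ANCB01002135.1 (4185 to 5616) at day 1, with 0.201 ± 0.133 normalized counts in GD12-only microcosms and 250.4 ± 23.8 in MSMs (SD, n = 3 each, log2 fold change 7.71, adjusted p = 3.4e-12), and of ANCB01002899.1 (6004 to 6991) at days 4, 7, 10 and 15. The latter, which has no name in the paper's tables, had 3.49 ± 3.19 normalized counts in GD12-only microcosms and 2413 ± 525 in MSMs at day 15 (n = 3 each, log2 fold change 9.47, adjusted p = 5.03e-11). At day 7 its log2 fold change was 5.53, and 3.17 without GD12-only replicate 2. In the other direction, ANCB01000641.1 (476 to 3053, tyrosine phosphatase) had 788.9 ± 298 and 25.7 ± 6.10 normalized counts at day 2 (log2 fold change -4.85, adjusted p = 7.43e-13) and ANCB01002865.1 (111 to 1254) 110.2 ± 36.4 and 5.22 ± 2.97 at day 15 (log2 fold change -4.25, adjusted p = 1.46e-07).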

DEGs identified between GD12 only and MSMs, and their annotations (Blast2GO predictions; Conesa *et al*., 2005), are summarized in Table 1 and catalogued in Supporting Material S1–S4. 

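At day 1, 9.53% of the genes tested were called, and at day 2, 32.1%. With recomputed size factors these shares were 8.97% and 36.3%, in DESeq2 14.3% and 42.2%, and with only the 2 groups of a time point in the fit 17.4% and 22.0%. Later they were 22.0% at day 4, 26.2% at day 7, 33.6% at day 10 and 49.1% at day 15 with the authors' size factors.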

The transcriptional reprogramming is primarily the result of differential expression rather than the induction of novel transcripts, as illustrated in Fig. 5A, which captures the strikingly sharp increase in expression between 1 and 2 days following GD12 amendment. Previous studies conducted in soil‐less systems over short time periods have shown the early transcriptional reprogramming of *T. harzianum* during the initial stages of biocontrol (Samolski *et al*., 2009; Steindorff *et al*., 2014). By contrast, our experiments conducted in more complex peat microcosms and over a more sustained experimental period revealed a biphasic dynamic with a further significant number of DEGs evident in MSMs at 10 and 15 days (Fig. 5A) when differential PGP between treatments was evident (Fig. 1). This later transcriptional response may involve the induction of components associated with PGP or, possibly, a biocontrol response to the establishment of natural communities, as inferred from the unmapped reads in Fig. 2. 

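The difference between MSMs and GD12-only microcosms was itself tested between time points (limma, Benjamini-Hochberg adjustment over genes). Between days 2 and 10 it changed in 4342 genes, rising towards MSMs in 3626 and falling in 716. Between days 2 and 15 it changed in 4368 genes, rising in 2848 and falling in 1520, and between days 10 and 15 in 354. Of these, 815 genes were called higher in GD12-only microcosms at day 2 and higher in MSMs at day 10, and 646 did so between days 2 and 15. Under the recomputed scaling 546 of the 815 (67.0%) were still called in both directions. Genes higher in MSMs at days 2, 10 and 15 numbered 2275, 2337 and 2693 in DESeq2 with its own size factors, so that the larger number at the later time points was less marked there. From the numbers at days 10 and 15, the paper concludes that the response was biphasic, with a second phase when differences in plant growth had appeared.

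**Figure D3:**
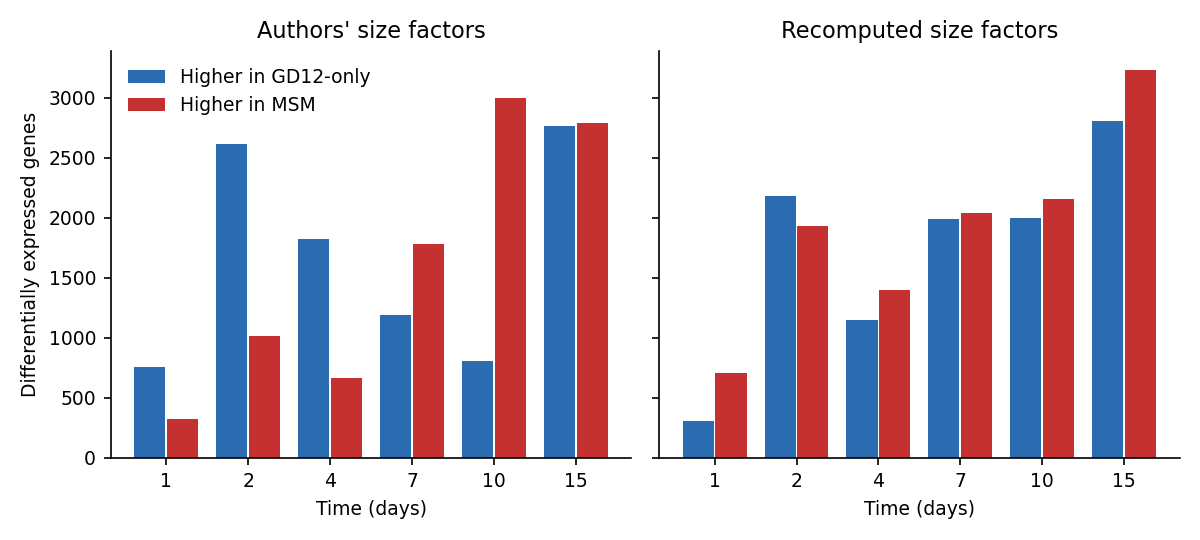
Number of GD12 genes called higher in GD12-only microcosms and in MSMs at each time point in days, with the authors' size factors and with recomputed size factors in limma. With the authors' size factors the number for MSMs is highest at day 10, and with recomputed ones it is highest at day 15.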

As illustrated above, the majority of DEGs were present under both conditions. Only seven genes were uniquely expressed in GD12 only, whereas more than 15 times as many unique genes (114) were induced in MSMs over the 15‐day time course (Table 1 and Fig. 5A). 

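Among the genes called higher in GD12-only microcosms, 3 had 0 reads in every MSM library of the time point, 1 each at days 1, 2 and 7. Calls higher in MSMs with 0 reads in every GD12-only library of the time point numbered 154, 3 at day 2, 2 at day 4, 12 at day 7, 31 at day 10 and 106 at day 15. This total adds up the time points, so a gene can count more than once, as ANCB01011666.1 (16 to 764) does at days 7 and 10. The filter on low values moved the totals for GD12-only microcosms and MSMs most, to 25 and 280 without a filter and to 1 and 10 with a mean of at least 25 normalized counts, again summed over time points. A count of 0 allows up to 3 reads for counting error alone. Summed over the libraries of the group, this is 0.0842 normalized counts in GD12-only microcosms at day 1, 0.318 at day 10 and 1.04 at day 15, and 0.121 in MSMs at day 1 and 0.158 at day 15. The 106 genes of day 15 had a median of 2.84 normalized counts in MSMs, and for 11 of them fewer than 3 reads would be found in the GD12-only libraries at the MSM level. Summed reads on GD12 genes at day 15 were 2916393 in GD12-only microcosms and 19020245 in MSMs.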

Predicted gene annotations are provided in Supporting Material S3 and S4; the determination of the function of these genes may facilitate a better understanding of biocontrol mechanisms.

**Figure 5:**
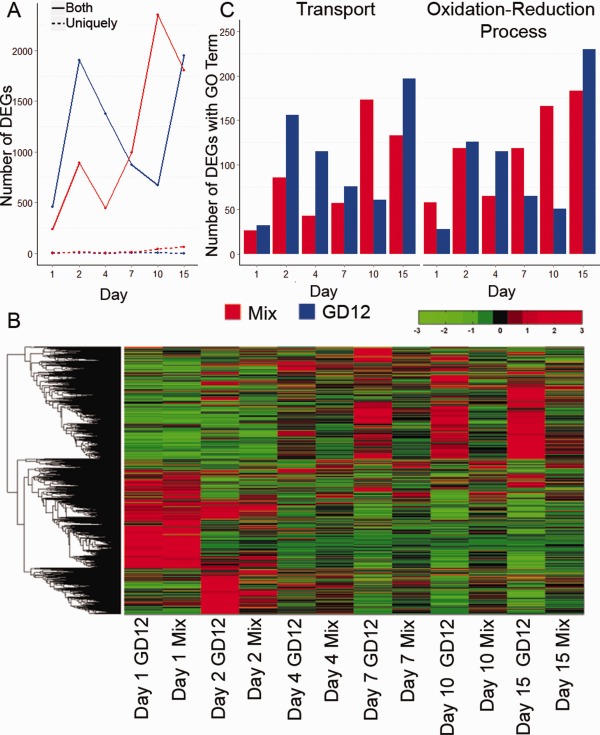
Comparison of the transcriptional dynamics of *Trichoderma hamatum* GD12 peat microcosms with mixed peat microcosms of *T. hamatum* GD12 and *Sclerotinia sclerotiorum*. (A) The transcriptional response in GD12‐only microcosm (blue) peak at 2 and 15 days, and the transcriptional response in the mixed‐species microcosm (red) peak at 2 and 10 days. The broken lines show that the number of differentially expressed genes (DEGs) with counts solely in one sample, with no expression in the other, was very few for both GD12‐only and mixed‐species microcosms. (B) The transcriptional response of *T. hamatum* GD12 is highly dynamic. Genes clustered by normalized counts using clustergram in MATLAB. Red shows a high level of expression, whereas green shows a low level of expression. (C) The percentage of DEGs associated with the gene ontology (GO) terms ‘transport’ and ‘oxidation–reduction’ is higher in mixed‐species microcosms at initial time points up to 4 days.

**Table 1:** Number of differentially expressed GD12 genes identified by DESeq2 at each time point in GD12‐only or GD12 + *Sclerotinia sclerotiorum* treatments, and genes which are uniquely present to the treatment [normalized count = 0, false discovery rate (FDR) = 5%, Benjamini–Hochberg correction).

Time point	Number of genes up‐regulated in peat in GD12 only	Number of genes up‐regulated in peat in GD12‐only where lower expression is 0	Number of genes up‐regulated in peat in mix	Number of genes up‐regulated in peat in mix where lower expression is 0
Day 1	454	1	238	0
Day 2	1905	2	891	7
Day 4	1378	0	442	3
Day 7	873	2	993	10
Day 10	669	2	2351	42
Day 15	1952	0	1808	58

Hierarchical clustering showed that the transcriptional response within and across treatments over the 15 days was remarkably dynamic (Fig. 5B), with only nine genes in GD12‐only microcosms and 22 genes during antagonism challenge, of the ∼6000 expressed genes, significantly up‐regulated at all time points (Table 2). These nine GD12‐specific genes encode, amongst others, methyltransferases, a malic acid transporter and a potassium uptake protein (Table 3). 

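Called higher at every time point were 13 genes in GD12-only microcosms and 44 in MSMs. Without 1 library these numbers ranged from 7 (without GD12-only replicate 2 of day 1 or MSM replicate 1 of day 10) to 18, and from 29 (without MSM replicate 1 of day 1) to 52. edgeR moved the number for MSMs most, to 87. All 9 of the GD12-only genes in the paper's Table 3 were called at every time point, and 20 of its 22 MSM genes, or 21 when adjusted over the list alone. The lists were chosen by the paper on these libraries, so none of these numbers is independent evidence. With recomputed size factors 6 of the 9 and 21 of the 22 were called at every time point.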

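The 9 genes of Table 3 that were higher in GD12-only microcosms had a median log2 fold change of -1.47 over the 54 combinations of gene and time point, all of them negative. ANCB01006475.1 (142 to 1395, methyltransferase-like) had 82.8 ± 20.5 normalized counts in GD12-only microcosms and 3.65 ± 2.33 in MSMs at day 1 (SD, n = 3 each, log2 fold change -4.28, SE 0.30, adjusted p = 9.24e-12) and changed by -1.16 at day 15. The malic acid transport protein gene ANCB01003985.1 (771 to 3990) changed by -1.06 at day 1 (SE 0.26, adjusted p = 0.0085), a call that is lost without GD12-only replicate 3 (-0.95) or with recomputed size factors (-0.82), and by -1.73 at day 15 (adjusted p = 4.07e-06). The potassium uptake gene ANCB01003305.1 (15 to 928) changed by -1.64 at day 1 (SE 0.25, adjusted p = 4.36e-05) and had 38.7 ± 2.56 and 19.8 ± 7.32 normalized counts at day 15 (adjusted p = 0.0017, log2 fold change -0.67 without MSM replicate 2). The libraries of MSMs and GD12-only microcosms did not overlap for any of these values. ANCB01006842.1 (599 to 2594, NAD-dependent epimerase/dehydratase) was the gene with the lowest log2 fold change without overlap at days 4, 7 and 10 (-3.96, -4.23 and -4.88).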

The predicted functions of the 22 genes which were persistently up‐regulated in the MSM encompass both components of antagonism and those required for a protective strategy to restrict self‐damage to GD12 occurring from antimicrobial compounds released during antagonism. Four are predicted to encode transporters, including one associated with resistance to the antifungal triazole, fluconazole. 

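Among the genes with transport functions, ANCB01010016.1 (125 to 2333, MFS transporter) had log2 fold changes of 2.57 (SE 0.39, adjusted p = 2.92e-05) at day 1 and 3.02 (adjusted p = 3.22e-07) at day 15. ANCB01003990.1 (109 to 1714, MFS transporter) changed by 2.53 (SE 0.34, adjusted p = 4.55e-06) at day 1 and by 0.96 (adjusted p = 0.019) at day 15, when its libraries overlapped and its call was lost with only the 2 groups of that day in the fit and without GD12-only replicate 2 (0.76) or 3 (0.83) or MSM replicate 1 (0.39), while it rose to 1.57 without MSM replicate 2. The ABC multidrug transporter gene ANCB01005725.1 (65 to 1614) changed by 1.13 at day 1 (SE 0.27, adjusted p = 0.00605), a call lost with a pseudocount of 0.25. At day 15 it had 0 reads in GD12-only microcosms, which allows up to 1.04 normalized counts, and 6.34 ± 2.32 in MSMs (SD, n = 3 each). This is at least 6.11-fold higher, taking the 3 reads over the group, and was called (adjusted p = 1.89e-09). The fluconazole resistance gene ANCB01013443.1 (1767 to 2642) had 7.23 ± 0.969 and 16.0 ± 3.46 normalized counts at day 1 (log2 fold change 1.03, SE 0.25, adjusted p = 0.00864) and changed by 3.03 at day 15 (adjusted p = 2.18e-10). Its call at day 1 was lost without MSM replicate 1 (0.93).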

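ANCB01009777.1 (2530 to 3653, dienelactone hydrolase) had 18.5 ± 2.99 normalized counts in GD12-only microcosms and 1660 ± 181 in MSMs at day 1 (SD, n = 3 each, log2 fold change 6.42, SE 0.61, adjusted p = 1.28e-08). It was the gene with the largest rise without overlap at day 2 (5.70, adjusted p = 3.92e-08). At day 15 it had 32.4 ± 3.54 and 146.8 ± 211 normalized counts and was not called (log2 fold change 0.93, SE 0.61, adjusted p = 0.213), with -0.39 without MSM replicate 1, 1.47 without MSM replicate 2 and 1.70, then called, without MSM replicate 3. DESeq2 (2.29) and edgeR (2.40) called it. The second dienelactone hydrolase gene, ANCB01009227.1 (295 to 2134), had 105.0 ± 4.69 and 808.2 ± 13.8 normalized counts at day 1 (log2 fold change 2.93, SE 0.38, adjusted p = 3.23e-06) and changed by 3.70 at day 15. The pyoverdine/dityrosine biosynthesis gene ANCB01010015.1 (968 to 2443) had 45.8 ± 15.5 and 289.1 ± 96.8 normalized counts at day 1 (log2 fold change 2.63, SE 0.37, adjusted p = 1.08e-05) and 3.27 ± 2.92 and 82.8 ± 2.37 at day 15 (log2 fold change 4.50, adjusted p = 1.64e-10). Another of the 22 genes, ANCB01010706.1 (2182 to 4056, GNAT family), changed by 0.76 at day 1 and was not called there (SE 0.25, adjusted p = 0.0537), while DESeq2, edgeR and recomputed size factors (1.01) called it.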

Two genes are predicted to encode dienelactone hydrolases, involved in the degradation of catechol by bacteria (Schmidt and Knackmuss, 1980; Schlömann *et al*., 1993), and a pyoverdine dityrosine biosynthesis gene. In bacteria, pyoverdine acts as an iron siderophore, enabling iron sequestration from the environment (Meyer, 2000). Notably, iron‐binding siderophores have been shown to be important for the saprotrophic lifestyle of *Trichoderma* species (Anke *et al*., 1991; Hoyos‐Carvajal *et al*., 2009; Renshaw *et al*., 2002). In addition, of three *Streptomyces* isolates producing siderophores tested for their PGP capabilities, isolates producing siderophores were found to have the greatest increase in plant biomass (Verma *et al*., 2011).

**Table 2:** Number of differentially expressed GD12 genes at concurrent time points during GD12‐only plant growth promotion (PGP) (A) and mixed‐species antagonism (B) identified by DESeq2 at each time point.

(A) GD12 only	1 day	1 and 2 days	1, 2 and 4 days	1, 2, 4 and 7 days	1, 2, 4, 7 and 10 days	1, 2, 4, 7, 10 and 15 days
	454	51	21	11	9	9
		2 days	2 and 4 days	2, 4 and 7 days	2, 4, 7 and 10 days	2, 4, 7, 10 and 15 days
		1905	293	47	23	22
			4 days	4 and 7 days	4, 7 and 10 days	4, 7, 10 and 15 days
			1378	306	149	135
				7 days	7 and 10 days	7, 10 and 15 days
				873	399	370
					10 days	10 and 15 days
					669	562
						15 days
						1952
(B) Mixed species	1 day	1 and 2 days	1, 2 and 4 days	1, 2, 4 and 7 days	1, 2, 4, 7 and 10 days	1, 2, 4, 7, 10 and 15 days
	238	87	48	29	26	22
		2 days	2 and 4 days	2, 4 and 7 days	2, 4, 7 and 10 days	2, 4, 7, 10 and 15 days
		891	187	104	98	88
			4 days	4 and 7 days	4, 7 and 10 days	4, 7, 10 and 15 days
			442	220	210	176
				7 days	7 and 10 days	7, 10 and 15 days
				993	804	613
					10 days	10 and 15 days
					2351	1258
						15 days
						1808

Based on a 5% false discovery rate, using a Benjamini–Hochberg multiple comparison correction.

**Table 3:** Genes significantly up‐regulated in either GD12‐only or mixed‐species microcosms at every time point.

Up‐regulated during GD12 only			Up‐regulated during mixed species		
Gene name (ANCB0XXXX)	Log_2_ fold change at day one	blastx hit	Gene name (ANCBXXXX)	Log_2_ fold change at day one	blastx hit
1006842.1:599‐2594	5.19	NAD‐dependent epimerase dehydratase	1009877.1:936‐3483	6.19	
1003985.1:771‐3990	1.98	Malic acid transport protein	1007557.1:3442‐5242	5.65	
1002344.1:7484‐8547	1.85	UbiE/COQ5 methyltransferase	1005725.1:65‐1614	4.96	ABC multidrug
1010824.1:460‐1942	1.57		1011666.1:16‐764	4.62	
1002225.1:1802‐2938	1.47	GNAT family protein	1010015.1:968‐2443	4.48	Pyoverdine dityrosine biosynthesis
1006475.1:142‐1395	1.20	Methyltransferase‐like protein	1011665.1:29‐942	4.43	
1013852.1:19‐1423	1.19	Tam domain	1009227.1:295‐2134	3.7	Dienelactone hydrolase family protein
1002254.1:150‐2104	1.18		1013178.1:264‐4974	3.67	Transferase family protein
1003305.1:15‐928	0.92	Potassium uptake protein	1013143.1:5756‐7036	3.56	Methyltransferase domain‐containing protein
			1004667.1:16‐788	3.55	
			1001608.1:249‐1661	3.47	Mitochondrial phosphate carrier protein
			1014508.1:600‐2990	3.39	Short‐chain dehydrogenase reductase
			1013443.1:1767‐2642	3.33	Fluconazole resistance protein 1
			1002135.1:4185‐5616	3.24	
			1010016.1:125‐2333	2.92	Major facilitator superfamily transporter
			1009878.1:815‐3132	2.91	Family regulatory protein
			1000041.1:739‐1491	2.50	FAD‐linked oxidase
			1010706.1:2182‐4056	2.40	GNAT family
			1009777.1:2530‐3653	2.08	Dienelactone hydrolase family protein
			1005944.1:2672‐3858	1.86	FAD‐dependent oxidoreductase
			1005794.1:2226‐3132	1.83	Aryl‐alcohol dehydrogenase
			1003990.1:109‐1714	1.21	Major facilitator superfamily transporter

FAD, flavin adenine dinucleotide; NAD, nicotinamide adenine dinucleotide; GNAT, GCN5‐related N‐acetyltransferase.

The potential functional roles of DEGs were investigated using GO terms. Although both transport and oxidation–reduction (redox) process terms were strongly over‐represented across all time points under both conditions (Fig. 5C), redox processes were significantly more abundant in the MSMs at 1, 7 and 10 days. 

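By the gene ontology terms in the paper's lists of differentially expressed genes, 61 of the 238 genes listed for MSMs at day 1 (25.6%) and 30 of the 454 listed for GD12-only microcosms (6.61%) carry the term oxidation-reduction process. Of these, 57 and 28 were called here in the same direction, with median log2 fold changes of 1.57 and, for GD12-only microcosms, 0.93 downwards. At day 2, 130 of 891 (14.6%) and 124 of 1905 listed genes (6.51%) carry the term, and 114 and 121 were called. Under recomputed size factors 15 of the 30 for GD12-only microcosms at day 1 were called, against 59 of the 61 for MSMs, and without 1 library between 10 and 26 of the 30. Genes with any term numbered 165 and 263 at day 1 and 509 and 1111 at day 2.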

Strikingly, at 1 day, there were twice as many redox‐associated DEGs in the MSM compared with GD12 only. This suggests that redox components are actively recruited during early antagonistic events. There were also contrasting patterns in ‘transport’ process DEGs, with a marked over‐representation in the GD12‐only microcosms at 2 days, whereas this signature was not observed until 10 days in MSMs (Fig. 5C), suggestive of initial active prioritization of *S. sclerotiorum* biocontrol over PGP observed at 10 days (Fig. S1).

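Terms for transport are carried by 37 of the genes listed by the paper for GD12-only microcosms at day 1 (8.15%) and 156 at day 2 (8.19%), and by 27 (11.3%) and 94 (10.5%) of those listed for MSMs. Called here in the same direction were 32 and 149 of these genes for GD12-only microcosms and 25 and 83 for MSMs. With recomputed size factors, 14 of the 37 and 139 of the 156 were called for GD12-only microcosms, and 26 of the 27 and 90 of the 94 for MSMs. The lists of later time points were not used here.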

### Quantitative polymerase chain reaction (qPCR) validation of early DEGs

Given the gross differences seen in the different algorithms for predicting DEGs, we validated the DESeq2‐predicted expression profiles of selected genes at day 2, or days 2 and 15 post‐treatment, by quantitative reverse transcription‐polymerase chain reaction (qRT‐PCR) (for primers, see Table S2 in Supporting Information) based on their predicted profiles in the two treatments. 

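Normalized counts of ANCB01014346.1 (6322 to 7713) were 87.0 ± 9.52 in GD12-only microcosms and 182.4 ± 7.29 in MSMs at day 1 (SD, n = 3 each, log2 fold change 1.06, SE 0.20, adjusted p = 6.18e-04), 33.2 ± 2.54 and 174.8 ± 22.2 at day 2 (log2 fold change 2.36, adjusted p = 3.92e-10), and 45.4 ± 7.47 and 100.8 ± 6.75 at day 4 (log2 fold change 1.14, adjusted p = 1.54e-04). At days 7 and 10 its log2 fold changes were 0.95 (adjusted p = 0.00245) and 0.79 (adjusted p = 0.0139). The call at day 10 was lost with recomputed size factors (0.47), in DESeq2 (0.48) and edgeR (0.47), and with any 1 library left out (0.76 to 0.81). At day 15 the log2 fold change was 0.61 (adjusted p = 0.0136), and the call was lost without MSM replicate 1 (0.26) or GD12-only replicate 2 (0.44), or with only the 2 groups of that day in the fit.

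For ANCB01009946.1 (717 to 1539), which encodes a small secreted cysteine-rich protein (SSCRP), counts were 20.9 ± 2.24 and 123.8 ± 34.7 at day 2 (log2 fold change 2.47, SE 0.25, adjusted p = 9.85e-09) and 20.2 ± 8.74 and 349.5 ± 23.1 at day 15 (log2 fold change 4.14, adjusted p = 1.05e-12). It was called higher in MSMs at all 6 time points, with log2 fold changes from 1.91 at day 7 to 4.14. ANCB01002344.1 (7484 to 8547) had 7.27 ± 1.63 and 1.08 ± 0.511 normalized counts at day 2 (log2 fold change -2.00, SE 0.23, adjusted p = 1.23e-07) and was called higher in GD12-only microcosms at all 6 time points (-2.31 at day 4 to -1.75 at day 10). ANCB01002310.1 (194 to 864), another SSCRP gene, had 288.5 ± 93.9 and 45.3 ± 51.5 normalized counts at day 1 (log2 fold change -3.47, SE 0.57, adjusted p = 1.05e-04, -4.49 to -2.32 with 1 library left out). At day 2 it had 183.3 ± 44.9 and 2410 ± 322 (log2 fold change 3.73, adjusted p = 1.09e-05) and at day 15 12.9 ± 5.91 and 366 ± 175 (log2 fold change 4.70, adjusted p = 1.34e-07). At day 4 it was not called (log2 fold change -0.27, adjusted p = 0.779). The libraries of both treatments did not overlap for any of these genes and time points, except for ANCB01014346.1 at day 15 and ANCB01002310.1 at day 4. Over the 4 genes and 6 time points, 23 of 24 combinations were called, the same number as when adjusted over the list alone.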

Given our interest in early events, we assayed the following patterns: early induction in MSMs (ANCB01014346.1:6322‐7713; Fig. S3A, see Supporting Information); an *SSCRP* with sustained induction in MSMs (ANCB01009946.1:717‐1539; Fig. S3B); an unknown transcript showing early induction in GD12‐only microcosms (ANCB01002344.1:7484‐8547; Fig. S3C); and a *SSCRP* with early induction in MSMs (ANCB01002310.1:194‐864; Fig. S3D). In summary, these assays confirmed the early response expression profiles observed in the RNA sequencing data.

### *Trichoderma hamatum* GD12–*S. sclerotiorum* interactions elicit a biphasic transcriptional response

We next focused on features that distinguished the antagonistic interaction using hierarchical clustering, and identified two distinct sets of genes up‐regulated by GD12 in response to *S. sclerotiorum* at early (1–4 days) and late (4–15 days) time points (Fig. 6). 

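Called higher in MSMs at each of days 1, 2 and 4 were 81 genes, with median log2 fold changes of 2.12, 2.70 and 2.13. Of these, 55, 57 and 55 were also called at days 7, 10 and 15, and 14 at none of these later time points. Called higher in MSMs at each of days 4, 7, 10 and 15 were 363 genes. The number of early genes ranged from 49 with a filter at a mean of 25 normalized counts to 243 in DESeq2, and that of late genes was 629 with recomputed size factors.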

Eighteen genes showed higher expression during antagonism at early time points, two of which are hypothesized to have roles in the breakdown of the fungal cell wall and membrane. These two genes are orthologues of *T. hamatum* strain LU593, which were previously shown to be up‐regulated during confrontation with *S. sclerotiorum*: the alkaline proteinase *prb1* (Steyaert *et al*., 2004) and a metalloendopeptidase (Carpenter *et al*., 2005). These studies thus further validate our data, demonstrating commonality in *Trichoderma* transcriptional responses to biocontrol function, and support our prediction that this cluster defines a new set of antagonism‐specific genes. Notably, within the cluster, seven of the 18 genes encode strong homology to major facilitator superfamily (MFS) transporters and oligopeptide transporters. Given the prominent role of transporters in the active mobilization of secondary metabolites involved in antagonism (and/or roles in protection of the antagonist), the unexpectedly small number (Fig. 5C), but pronounced expression levels, of transporter genes associated with biocontrol at early time points is indicative of important functional roles early in antagonistic interactions with *Sclerotinia*. Other genes in this co‐expressed cluster included an oxidoreductase, a methyltransferase, two short‐chain dehydrogenase genes, a glycoside hydrolase, an HSCARG dehydrogenase [involved in NADPH sensing (Zhao *et al*., 2008) and regulation of H2A ubiquitination (Hu *et al*., 2014)] or chaperone proteins, all implicated in the modification of metabolites or gene regulation. The fact that 16 of the 18 genes in the MSM early response cluster have predicted functions (enzymatic and transport) implies that modification of small molecules/biosynthetic enzymes is a key early event in the establishment of GD12 biocontrol capability.

**Figure 6:**
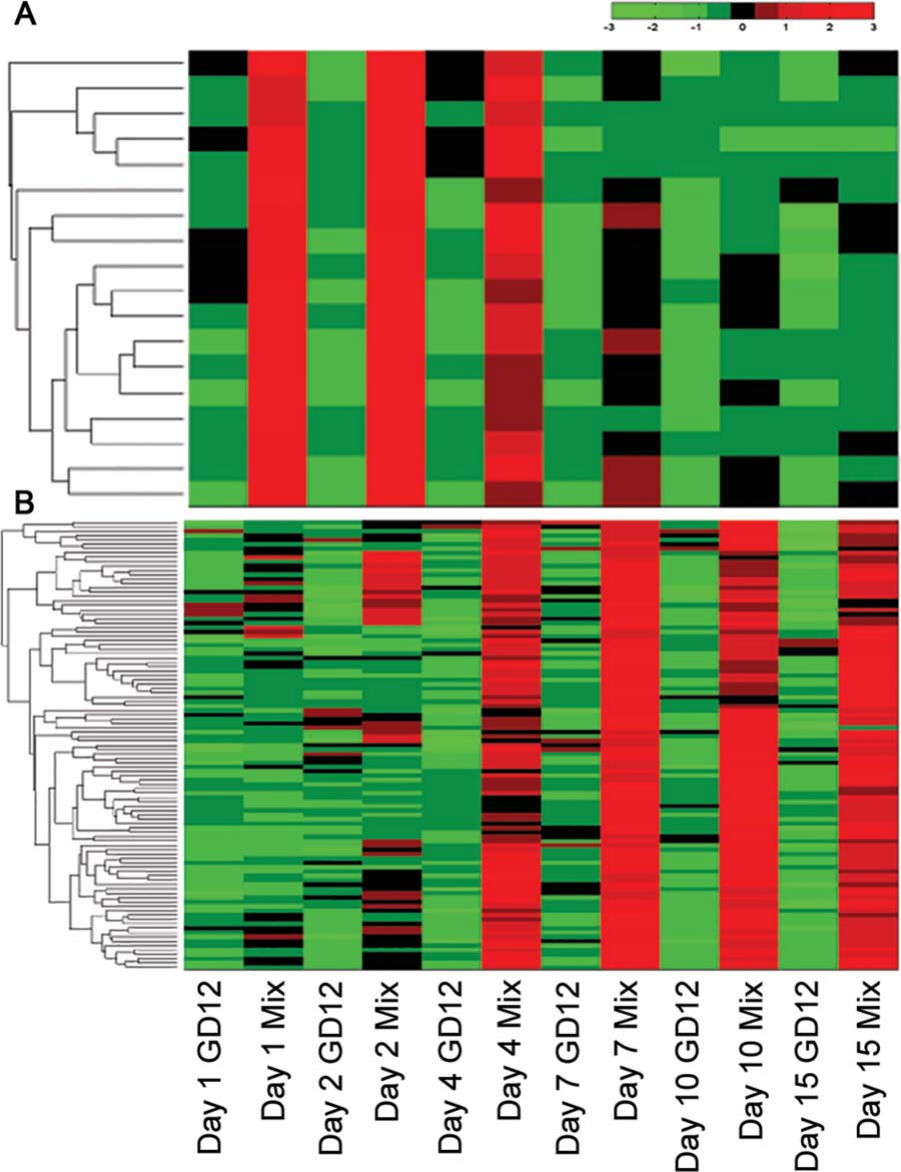
Hierarchal clustering reveals temporal deployment of specific sets of gene in mixed species microcosms. Clustering of genes based on normalized counts of reads using clustergram in MATLAB. (A) 18 genes with higher expression in the mixed species microcosms on 1 d, 2 d and 4 d. (B) 103 genes with higher expression in the MSMs on 4 d, 7 d, 10 d and 15 d.

In addition to this early transcriptional response associated with active antagonism of *S. sclerotiorum* (Fig. 1), a second phase of transcriptional reprogramming in MSMs relative to GD12‐only microcosms was evident from 4 to 15 days, which may contribute to the enhanced PGP observed experimentally (Fig. 1). 

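The 363 late genes had median log2 fold changes of 1.32, 1.72, 2.24 and 2.35 at days 4, 7, 10 and 15, and 0.08 and 0.40 at days 1 and 2. At day 1, 59 of them were called higher in MSMs and 10 higher in GD12-only microcosms, and at day 2, 148 and 89. At neither day 1 nor day 2 were 200 of them called higher in MSMs. Without GD12-only replicate 2 of day 7, 215 genes were called at all 4 time points.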

Six of the 103 genes up‐regulated during the later time points in MSMs were unique to GD12 and a further 23 encoded hypothetical *Trichoderma*‐specific proteins, suggesting that antagonism recruits genes capable of the synthesis of novel bioactive compounds. For 74 of the 103 genes up‐regulated late in MSMs, a functional inference was possible, revealing the recruitment of quite different complements of genes between the early and late phases of GD12 antagonistic interactions. Notable were genes with prominent roles in metal acquisition and carbon utilization, indicative of saprotrophic colonization or rhizosphere interactions. These genes include a PiT family inorganic phosphate transporter, four copper transporters, five hydrolases, a gene predicted to enable unusual carbon/nitrogen source utilization and three iron siderophore transporters. The latter reinforces the importance of siderophores, not only to the saprotrophic lifestyle, but also to biocontrol and rhizosphere colonization. Siderophore production has previously been linked to the biocontrol and PGP capabilities of the bacterium *Bacillus subtilis* CAS15 (Yu *et al*., 2011); however, this study is the first to implicate the importance of siderophores in fungal‐mediated biocontrol.

At the later time points in the MSMs, a number of genes whose products are associated with protective functions were induced. These genes encoded five MFS transporters, one fluconazole resistance protein, two trichothecene 3‐*O*‐acetyltransferases, which have been shown to protect against mycotoxins (Kimura *et al*., 1998), and two nitric oxide and mycotoxin‐protective dioxygenases. In addition, genes with potential functional roles in the production of lipids (essential precursors in secondary metabolite biosynthesis) and the production of antifungals were strongly over‐represented, including a squalene epoxidase involved in sterol biosynthesis, whose expression in *T. harzianum* is triggered by exposure to *Penicillium digitatum* cell wall extracts (Cardoza *et al*., 2006). Furthermore, genes encoding a perilipin‐like protein involved in lipid accumulation, a polyprenol reductase, a phenazine biosynthesis protein, a SUR2‐type hydroxylase/desaturase with a role in fatty acid biosynthesis and a gene with 53% identity to a gliotoxin biosynthetic gene were also over‐represented. Thus, collectively, late transcriptional reprogramming in MSMs appears to be strongly geared towards the production of secondary metabolites with protective or antifungal potential.

### SSCRPs expressed during PGP and biocontrol

SSCRPs are predicted effectors hypothesized to play important roles in *Trichoderma*‐mediated rhizosphere interactions (Moran‐Diez *et al*., 2015), the induction of systemic resistance (Lamdan *et al*., 2015) and antagonism (Atanasova *et al*., 2013). We identified 153 putative SSCRPs in the GD12 genome (Studholme *et al*., 2013), more than half (79) of which were expressed in GD12‐only and MSMs. 

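Table S3 of the paper lists SSCRPs by contig, 55 entries on 54 contigs, and 16 of these contigs hold a single gene in the normalized counts or a gene that the paper names by position. These 16 genes give 22 combinations of gene and listed time point. All 22 were called higher in GD12-only microcosms at the listed time point, with log2 fold changes from -2.71 to -0.49 (median -1.13). The lowest was that of ANCB01012847.1 (from 16) at day 1 (-2.71, adjusted p = 4.84e-09). The other contigs hold several genes and were not used here. The paper chose the listed genes on these same libraries, so their calls are not independent evidence.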

Notably, of the 55 SSCRPs significantly up‐regulated in the GD12‐only microcosms (Table S3, see Supporting Information), the majority (∼60%) were expressed at 4 days or earlier. Sixteen were GD12 ‘unique’ (no annotation) and 14 represented ‘hypothetical’ proteins. Using WoLF PSORT to predict the cellular location, the majority of early GD12‐only induced SSCRPs were predicted as localized in the mitochondria (∼30%; Fig. 7A), with 13% extracellular and 15% plasma membrane localized. The role of these genes as effectors is currently under investigation.

**Figure 7:**
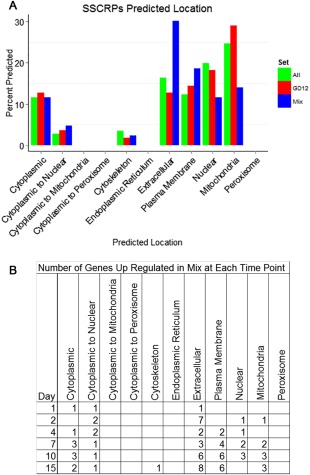
Predicted locations of small secreted cysteine‐rich proteins (SSCRPs). (A) Percentage location, as predicted by WoLF PSORT, of all predicted SSCRPs (green; Studholme *et al*. 2013). Those up‐regulated in mixed‐species microcosms are shown in blue and those up‐regulated in GD12‐only microcosms are shown in red. Predicted proteins lacking a methionine start could not be processed by WoLF PSORT, and are therefore not present. (B) Number of SSCRP genes up‐regulated at each predicted location at each time point in the mixed‐species microcosms.

In MSMs, 43 putative SSCRP‐encoding transcripts were significantly up‐regulated, 50% of which had no predicted annotation (Table S4, see Supporting Information). In contrast with the GD12‐only SSCRPs, which were primarily induced at 4 days or earlier, MSM SSCRPs were induced at later stages (4 days onwards, Fig. 7B), underlining the selective transcriptional dynamics under the two different conditions. Furthermore, WoLF PSORT predicted that ∼50% of MSM‐induced SSCRP genes encoded components likely to be extracellular or plasma membrane localized (Fig. 7A). Collectively, these data demonstrate that a number of GD12 genes encoding unique SSCRPs are differentially deployed under antagonistic interactions and are predicted to function in the immediate environment.

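Of the 43 contigs in Table S4 of the paper, 16 were matched to 1 gene in the same way, with 35 combinations of gene and listed time point. All 35 had a positive log2 fold change (0.73 to 5.65, median 2.14) and 34 were called higher in MSMs. The exception was ANCB01007961.1 (from 24) at day 1. The largest was that of ANCB01000010.1 (from 275) at day 15 (5.65, adjusted p = 1.96e-07), which was also called higher in MSMs at days 2 (2.79), 4 (4.59), 7 (3.43) and 10 (4.14). Gene ANCB01012847.1 (from 16) was higher in MSMs at days 10 (2.14, adjusted p = 4.88e-06) and 15 (1.94, adjusted p = 3.2e-07). As in Table S3, the genes were chosen by the paper on these libraries, so their calls are not independent evidence.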

### antiSMASH analysis reveals potential for secondary metabolite production in *T. hamatum* GD12

Novel secondary metabolite production, most notably from non‐ribosomal peptide synthetases (NRPSs) and polyketide synthases (PKSs), is predicted to be important for both *Trichoderma* biocontrol and PGP (Baker *et al*., 2012; Mukherjee *et al*., 2012). Using antiSMASH (Blin *et al*., 2013), we identified 32 gene clusters in GD12, including NRPSs, type 1 PKSs and terpene synthases (Table S5, see Supporting Information). Strikingly, only five antiSMASH clusters were homologous to other species, further highlighting the capacity for novel metabolite production by GD12. Most surprising was the prediction that cluster 31 homologues were bacterial specific.

We validated that antiSMASH predictions correlated with FGenesH predicted GD12 gene locations and mRNA‐seq reads, thus highlighting secondary metabolite biosynthetic gene clusters potentially linked to PGP and biocontrol. 

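At day 4, ANCB01004730.1 (41 to 839) had 10.6 ± 4.77 normalized counts in GD12-only microcosms and 4.40 ± 0.313 in MSMs (SD, n = 3 each), and every GD12-only library lay above every MSM library. The log2 fold change of -1.01 (SE 0.40) was not called (adjusted p = 0.0659). It was called in DESeq2 (-1.03) and in edgeR, with a pseudocount of 4 or only the 2 groups of that day in the fit, and without GD12-only replicate 1 (-1.40). At day 15 its log2 fold change was 1.13 (SE 0.40, adjusted p = 0.0196), with overlapping libraries, and this call was lost without GD12-only replicate 3 (0.55) or replicate 2 (1.01), without MSM replicate 1 (1.08) or 3 (1.05), in DESeq2 (1.02) and edgeR (1.06), and with only the 2 groups of that day in the fit, while it was 1.81 without GD12-only replicate 1.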

The cluster at ANCB01004730.1 contains a single gene, with BlastP hits to a PKS (β‐ketoacyl synthase), which shows increased expression at 4 days in GD12‐only microcosms (Fig. 8A). 

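Both genes of the cluster on ANCB01008794.1 were weakly expressed at day 2. The gene from 399 to 4093 had 1.32 ± 0.270 normalized counts in GD12-only microcosms and 3.37 ± 1.35 in MSMs (SD, n = 3 each, log2 fold change 0.88, SE 0.30, adjusted p = 0.0247), and its call was lost with a pseudocount of 4 (0.46) and without GD12-only replicate 1 (0.79) or MSM replicate 3 (0.65). The gene from 4326 to 5371 had 0.550 ± 0.482 and 2.21 ± 0.950 (log2 fold change 1.06, SE 0.39, adjusted p = 0.0363), and its call was lost with a pseudocount of 0.25 and without GD12-only replicate 3 (0.77) or MSM replicate 2 (0.86) or 3 (1.02). In both genes every MSM library lay above every GD12-only library.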

The contig ANCB01008794.1 contains a two‐gene cluster with homology to an NRPS from *T. atroviride* (the closest relative of *T. hamatum* for which complete genome sequence data are available), one of which showed significantly increased expression in the MSMs at 2 days (Fig. 8B). 

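ANCB01010770.1 (55 to 1427) had 197.7 ± 21.5 normalized counts in GD12-only microcosms and 112.6 ± 21.4 in MSMs at day 2 (SD, n = 3 each, log2 fold change -0.82, SE 0.13, adjusted p = 3.1e-05), without overlap between libraries. It was also called at day 15 (log2 fold change -0.35, adjusted p = 0.0327).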

Transcripts from the predicted terpene synthase cluster at ANCB01010770.1 were significantly more abundant in GD12‐only microcosms at 2 days (Fig. 8C). antiSMASH predicted a two‐gene NRPS cluster in contig ANCB011924.1, whereas FGenesH predicted a single gene. In GD12‐only microcosms, this gene showed significantly higher expression at 2 days, whereas, in the MSMs, its expression was significant at 15 days (Fig. 8D), in line with our biphasic prediction. 

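The contig ANCB01011924.1 holds 2 genes in the normalized counts. The longer one, from 3497 to 9457, had 131.9 ± 15.2 normalized counts in GD12-only microcosms and 25.7 ± 15.1 in MSMs at day 2 (SD, n = 3 each, log2 fold change -2.46, SE 0.29, adjusted p = 2.18e-07), and 14.7 ± 6.27 and 50.9 ± 11.3 at day 15 (log2 fold change 1.77, SE 0.29, adjusted p = 1.44e-05). At day 10 it had 20.6 ± 9.59 and 49.4 ± 4.31 (n = 2 each, log2 fold change 1.30, adjusted p = 0.00608), a call lost without GD12-only replicate 2 (0.83) or MSM replicate 2 (1.21). Libraries did not overlap at these time points. The change between days 2 and 15 was 4.22 (SE 0.41, adjusted p = 4.55e-09 over all genes, limma). The shorter gene, from 218 to 2520, changed in the opposite direction at day 15, with 42.9 ± 21.8 normalized counts in GD12-only microcosms and 10.1 ± 4.16 in MSMs (log2 fold change -1.92, SE 0.32, adjusted p = 1.97e-05).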

The long‐chain fatty acid ligase encoded in the NRPS two‐gene cluster predicted in contig ANCB01005027.1 showed a significant increase in transcription in MSMs at 4, 7 and 10 days (Fig. 8E). 

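On ANCB01005027.1, the gene from 27 to 2066 had 0.908 ± 0.613 normalized counts in GD12-only microcosms and 9.50 ± 3.52 in MSMs at day 4 (SD, n = 3 each, log2 fold change 2.46, SE 0.46, adjusted p = 3.26e-04). At day 7 it had 0.308 ± 0.435 (n = 2) and 4.94 ± 3.71 (n = 3, log2 fold change 1.93, SE 0.51, adjusted p = 0.00637), a call lost without GD12-only replicate 2 (1.59) or with only the 2 groups in the fit, and at day 10 0.0932 ± 0.132 and 5.04 ± 1.44 (n = 2 each, log2 fold change 2.45, SE 0.56, adjusted p = 0.00135). No libraries overlapped at these time points. The other gene of the contig, from 4105 to 7334, was not called at any time point.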

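ANCB01007958.1 holds a gene from 973 to 2776 with 42.4 ± 9.57 normalized counts in GD12-only microcosms and 6.44 ± 4.16 in MSMs at day 2 (SD, n = 3 each, log2 fold change -2.75, SE 0.47, adjusted p = 5.23e-05). At day 7 it had 0.461 ± 0.652 (n = 2) and 6.77 ± 1.91 (n = 3, log2 fold change 2.46, SE 0.53, adjusted p = 0.00107), and at day 10 0.862 ± 1.22 and 8.31 ± 2.61 (n = 2 each, log2 fold change 2.47, SE 0.58, adjusted p = 0.00156). Libraries did not overlap at these time points, but the calls were lost without GD12-only replicate 2 of day 7 (1.99) and of day 10 (1.74). The log2 fold changes of days 2 and 10 differed by 5.22 (SE 0.74, adjusted p = 4.41e-06 over all genes, limma).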

ANCB01007958.1, predicted to contain a type 1 PKS, showed increased expression in GD12‐only microcosms at 2 days and in MSMs at 7 and 10 days (Fig. 8F). 

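ANCB01007961.1 (24 to 3164) had 0.813 ± 0.424 normalized counts in GD12-only microcosms and 2.44 ± 0.712 in MSMs at day 1 (SD, n = 3 each). Every MSM library lay above every GD12-only library, but the log2 fold change of 0.93 (SE 0.34) was not called (adjusted p = 0.0869). It was called with recomputed size factors (1.01), in DESeq2 (1.91) and edgeR, and with only the 2 groups of that day in the fit. At day 10, 0 reads were counted in GD12-only microcosms, which allows up to 0.318 normalized counts, and MSMs had 1.36 ± 0.919 (n = 2 each), at least 4.28-fold higher, taking the 3 reads over the group (log2 fold change 1.18 on the log2(normalized count + 1) scale, adjusted p = 0.0305). This call was lost without either GD12-only library, without MSM replicate 2 (0.78), with a pseudocount of 4 (0.41) and with only the 2 groups of that day in the fit.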

Most notable, the NRPS‐containing contig ANCB01007961.1, predicted to encode aerothricin synthetase, showed significantly higher expression in MSMs at 1 and 10 days (Fig. 8G). Aerothricin synthetase is involved in the synthesis of the novel cyclic antifungal aerothricins, which inhibit the β‐1,3‐d‐glucan component of fungal cell walls (Pharmaceutica, 2002). antiSMASH predicted a three‐gene PKS cluster on ANCB01010115.1 (FGenesH predicted a single gene) with significantly higher reads in the MSMs at 15 days (Fig. 8H). This antiSMASH analysis reinforces the specific transcriptional differences between treatments in potential antimicrobial‐encoding secondary metabolism clusters, and in three instances demonstrates the late induction of both PKS (ANCB01007958.1, ANCB01010115.1) and NPRS (ANCB011924.1) clusters, indicating that novel secondary metabolism is part of the second biphasic response seen in MSMs during the elaboration of biocontrol and PGP (Fig. 6).

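ANCB01010115.1 (705 to 4503) had 0.316 ± 0.547 normalized counts in GD12-only microcosms and 3.80 ± 0.272 in MSMs at day 15 (SD, n = 3 each, log2 fold change 1.94, SE 0.39, adjusted p = 1.62e-04), without overlap between libraries. At day 2 its log2 fold change was 0.27 (adjusted p = 0.623), and 0.94 without MSM replicate 1, when it was called.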

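For these 3 genes the late difference was compared with that of day 2 by a test of the change itself. With recomputed size factors the change between days 2 and 15 was 4.08 for ANCB01011924.1 (from 3497), and between days 2 and 10 it was 4.98 for ANCB01007958.1 (from 973). For ANCB01010115.1 the change between days 2 and 15 was 1.67 (SE 0.55, adjusted p = 0.0166, limma). Its log2 fold change at day 2 was 0.94 in place of 0.27 without MSM replicate 1, which makes this change smaller. Over the 11 genes on these contigs and the 6 time points, 21 of 66 combinations were called, the same number as when adjusted over the list alone. The paper reads the late induction of these 3 genes as a sign that secondary metabolism is part of the second phase of the response in MSMs.

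**Figure D4:**
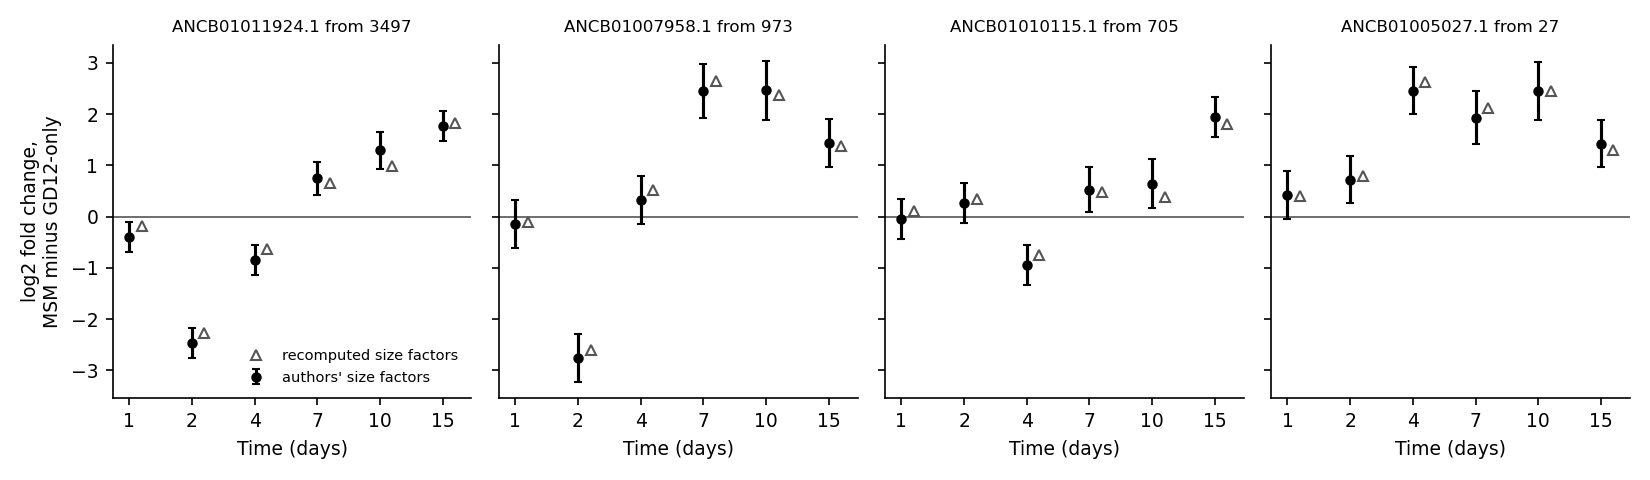
Log2 fold change of MSMs against GD12-only microcosms on the log2(normalized count + 1) scale at each time point in days, as points with SE bars for the authors' size factors and as triangles for recomputed size factors. Shown are the genes on ANCB01011924.1 (from 3497), ANCB01007958.1 (from 973), ANCB01010115.1 (from 705) and ANCB01005027.1 (from 27). Other genes on the contigs of Fig. 8 are not shown. The genes on ANCB01011924.1 (from 3497) and ANCB01007958.1 lie below 0 at day 2 and above 0 at days 10 and 15.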

**Figure 8:**
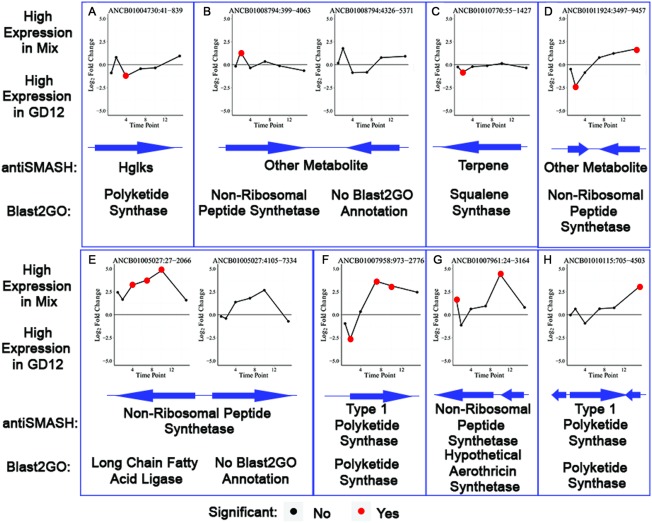
Expression trends for predicted genes with significant differences in expression between GD12‐only and mixed‐species microcosms on the following contigs: (A) ANCB01004730.1; (B) ANCB01008794.1; (C) ANCB010770.1; (D) ANCB01011924.1; (E) ANCB01005027.1; (F) ANCB01007958.1; (G) ANCB01007961.1; (H) ANCB010115.1. A positive fold change shows higher expression in the mixed‐species microcosms, whereas a negative fold change shows higher expression in the GD12‐only microcosms. Arrangement of the gene cluster on the contig as predicted by antiSMASH is shown below. Annotation of the cluster was by antiSMASH and gene prediction by Blast2GO.

## Conclusions

This study was designed to capture the transcriptional reprogramming associated with the dual PGP and biocontrol uniquely exhibited by *T. hamatum* GD12 (Ryder *et al*., 2012; Studholme *et al*., 2013) in peat microcosms. GD12 is predicted to encode more than 40% unique proteins compared with its most closely related sequenced relative, *T. hamatum*. With ∼50% of the transcriptome being expressed in the six samples that covered a 15‐day period, we were able to capture the underlying transcriptional reconfiguration that is associated with functionally known and novel transcripts which are recruited to deploy the diverse armoury of cryptic chemistries that are potentially encoded in the GD12 genome. We identified biphasic response signatures and were able to assign specific transcriptional dynamics, and often transcripts of unknown function, to GD12 biocontrol and PGP strategies. The comparison of the GD12 ‘PGP transcriptome’ with that of its earlier inferred ‘biocontrol transcriptome’ has allowed us to identify new sets of antagonism‐specific genes and their temporal dynamics. Functional analysis demonstrates that key classes of genes are up‐regulated during lettuce growth promotion and during antagonistic interactions with the root‐infecting pathogen *S. sclerotiorum*, including transporter and oxidation–reduction genes, with a role for siderophores being prominent. We further identified the suite of SSCRP transcripts expressed during antagonism, and the transcripts associated with secondary metabolism clusters are predicted to be involved in the synthesis of a collection of antimicrobials. Collectively, our data indicate that the unique genomic potential of GD12 is deployed as an integral part of the establishment and maintenance of the biocontrol of a plant pathogen with a wide host range. This study provides the foundation to explore the functional contribution of this transcriptional reprogramming, particularly the novel GD12 components predicted to be involved in secondary metabolite formation, in inter‐species communication during the processes of PGP and plant disease control.

## Experimental Procedures

### Fungal strains

*Trichoderma hamatum* strain GD12 (GenBank accession no. AY247559; Ryder *et al*., 2012) and *S. sclerotiorum* strain M448 (courtesy of Jon West, Rothamsted Research, Harpenden, Hertfordshire, UK) were both cultured and maintained on potato dextrose agar at 26 ºC under a 16‐h light regime.

### Plant growth assays

Lettuce biocontrol assays were carried out essentially as described previously (Ryder *et al*., 2012; Studholme *et al*., 2013) with the following amendments. Sphagnum moss peat (Shamrock, Newbridge, Kildare) was supplemented with CaCO_3_ (Sigma, Sigma‐Aldrich Company Ltd., England, UK) at 0.5 g/L to adjust the pH to ∼5.8, and assays were carried out in six‐well plates (Nunc, Life Technologies Ltd, Paisley, UK) containing 50 g of peat per plate. Four peat microcosm treatments (illustrated in Fig. S1) were established as follows: (i) peat only (control); (ii) peat amended with *T. hamatum* GD12 inoculum alone (GD12 only); (iii) peat amended with *S. sclerotiorum* inoculum alone (*S. sclerotiorum* only); or (iv) peat amended with a mixture of both species (GD12 + *S. sclerotiorum*). Each treatment consisted of six six‐well plates, totalling 36 wells per treatment, two of which were pooled into one sample at each time point. Two lettuce (*Lactuca sativa* cultivar Webb's Wonderful) seeds were sown in each well and the microcosms were placed in a fully randomized design at 24 °C with a relative humidity of 90% and a 16‐h fluorescent light regime. The first emerging lettuce plant in each well was retained, whereas the other was removed. At six time points (1, 2, 4, 7, 10 and 15 days), six wells were selected at random from each treatment, above‐ground lettuce foliage was removed and the peat containing lettuce root and fungal biomass from two plugs was pooled. Each sample was immediately snap frozen in liquid nitrogen and stored at −80 °C prior to RNA extraction.

For dry weights, a replicate experiment was carried out as above. After 14 days, plants were harvested, washed and oven dried (75 ºC). Shoot and root weights of dried material were determined and the data were analysed using analysis of variance (ANOVA) and Tukey *post hoc* tests.

### Fungal RNA extraction from peat samples

Peat was homogenized to a granular powder using a blender (Waring, Hampshire, UK) in the presence of liquid nitrogen. From this material, a 2‐g aliquot of peat was used to extract total RNA using the PowerSoil® Total RNA Isolation kit (Mo Bio, Carlsbad, CA, USA) following the manufacturer's instructions. All 72 soil microcosm samples were quantified by both RNA gels and BioAnalyser traces (Agilent, Cheshire, UK) to assess quality. For samples falling below the threshold criteria, new RNA extractions were performed on the homogenized material. RNA from peat‐only microcosms was excluded from further analysis as the quantity of RNA extracted was negligible. Analysis proceeded on the remaining 54 samples.

### Library preparation and sequencing

Two microlitres of diluted ERCC RNA control spike‐in mix 1 or control spike‐in mix 2 (Life Technologies, Paisley, UK) were added to 1 µg of soil RNA, and the volume was adjusted to 50 µL with nuclease‐free water. Libraries were prepared using the TruSeq RNA application from Perkin‐Elmer (Utah, USA) for Illumina TruSeq RNA library preparation on a Sciclone next generation sequencing platform. Library quality and quantity were determined by LabChipGX high‐sensitivity assay (Perkin‐Elmer); 100‐bp paired‐end sequencing was then carried out using an Illumina HiSeq2500 (California, USA) platform with v3 reagents.

### qPCR validation of DEGs

Total RNA (1 μg) was DNAse treated with RNAse‐free DNAse (Ambion, Life Technologies, Paisley, UK) and, subsequently, first‐strand cDNA synthesis was carried out with Superscript III First Strand SuperMix (Invitrogen, Life Technologies, Paisley, UK) according to the manufacturer's instructions. Real‐time PCR was performed with the SensiFAST™ SYBR kit (Bioline, London, UK) in a Rotor‐Gene 6000 (Qiagen, Skelton House, Lloyd Street North, Manchester M15 6SH). In all cases, three technical replicates were run for each cDNA sample. Table S2 reports primer combinations and Fig. S3 reports validation results.

### Data analysis

The following Illumina pipeline processing was performed. Raw reads of low quality (phred score < 30) and adapter sequences were removed using Fastq‐mcf (Aronesty, 2011, accessed April 2014). External RNA Controls Consortium spike‐in control reads were removed using Bowtie (Langmead and Salzberg, 2012) and the quantification of expression was checked to demonstrate the quality of the library preparation. Filtered reads were aligned to the draft reference genomes for *T. hamatum* GD12 (Studholme *et al*., 2013), and unmapped reads were then aligned to the *S. sclerotiorum* strain 1980 (Amselem *et al*., 2011) using Tophat2 with standard settings (Trapnell *et al*., 2009).

Statistical analysis of differential expression was carried out using three separate software packages. HTSeq (Anders *et al*., 2014) was used for the quantification of reads at each predicted gene location. These counts were then analysed with DESeq2 (Love *et al*., 2014) and edgeR (Robinson *et al*., 2010) programs using a significance threshold of an adjusted *P* value of <0.05, representing a 5% false discovery rate, corrected for multiple testing using the Benjamini–Hochberg method (Benjamini and Hochberg, 1995). Cufflinks (Trapnell *et al*., 2010) was also used to quantify the transcripts, followed by differential expression analysis using CuffDiff2 (Trapnell *et al*., 2013), employing the same significance parameters as above.

The clustering of genes with similar normalized read counts, as determined by DESeq2, was carried out using the clustergram function in MATLAB. Functional predictions of genes were made using results from blastx (Altschul *et al*., 1990) alongside analysis with the Blast2GO software package (Conesa *et al*., 2005). Predictions of protein location were made using WoLF PSORT (Horton *et al*., 2007) for all translated gene predictions starting with a methionine. The identification of potential secondary metabolite biosynthetic pathways within the draft reference genome was achieved using antiSMASH version 2.0 (Blin *et al*., 2013) predictions.

### Availability of supporting data

Sequencing data supporting the results of this study can be found in the GEO repository under accession number GSE67909.

## Author Contributions

SS carried out all RNA sequencing data analyses, supported by DJS, and wrote the manuscript. MRG and KLC developed the experimental design. KLC and RW undertook the experimental assay. KLC extracted the RNA. KP and KM carried out the library preparation and sequencing. MdTZ carried out the qPCR validations. CRT and MRG advised throughout the investigation and, together with DJS and KLC, aided in manuscript preparation.

## Supporting information

Additional Supporting Information may be found in the online version of this article at the publisher's website:

Supporting Information Click here for additional data file.

**Fig. S1** Overview of experimental microcosms.
**Fig. S2** Comparison of differential expression calling between DESeq2 and edgeR programs.
**Fig. S3** Reverse transcription‐polymerase chain reaction (RT‐PCR) validation of selected gene expression patterns between GD12‐only microcosms and mixed‐species microcosms
**Table S1** Summary of read statistics from each treatment replicate at each of the six time points
**Table S2** Primer combinations used for quantitative polymerase chain reaction (qPCR) validation of selected transcripts from GD12‐only and mixed‐species microcosms (MSMs). SSCRP, small secreted cysteine‐rich proteins.
**Table S3** Small secreted cysteine‐rich proteins (SSCRPs) up‐regulated in GD12‐only microcosms.
**Table S4** Small secreted cysteine‐rich proteins (SSCRPs) up‐regulated in mixed‐species microcosms.
**Table S5** Potential secondary metabolite‐producing gene clusters identified by antiSMASH. Click here for additional data file.

**Supporting Material S1** Summary of significantly up‐regulated genes in GD12‐only microcosms at each time point. Click here for additional data file.

**Supporting Material S2** Summary of significantly up‐regulated genes in mixed‐species microcosms at each time point. Click here for additional data file.

**Supporting Material S3** Summary of significantly up‐regulated genes in GD12‐only microcosms at each time point, where expression in mixed‐species microcosms is zero. Click here for additional data file.

**Supporting Material S4** Summary of significantly up‐regulated genes in mixed‐species microcosms at each time point, where expression in GD12‐only microcosms is zero. Click here for additional data file.

# Supplementary material for: Transcriptional reprogramming underpins enhanced plant growth promotion by the biocontrol fungus Trichoderma hamatum GD12 during antagonistic interactions with Sclerotinia sclerotiorum in soil
**Source:** Mol Plant Pathol. 2016 Jul 24;17(9):1425–41. doi: 10.1111/mpp.12429
**Supplement:** Supplementary file 1 — Supporting Information

**Transcriptional reprogramming underpins enhanced plant growth promotion by the biocontrol fungus *Trichoderma hamatum* GD12 during antagonistic interactions with *Sclerotinia sclerotiorum* in soil**

Sophie Shaw, Kate Le Cocq, Konrad Paszkiewicz, Karen Moore, Rebecca Winsbury, Marta de Torres Zabala, David Studholme, Deborah Salmon, Christopher R. Thornton, and Murray R. Grant*

# Supplementary Data

Supplementary Materials 1 – Summary of significantly up-regulated genes in GD12 only microcosms at each time point

Supplementary Materials 2 – Summary of significantly up-regulated genes in mixed species microcosms at each time point

Supplementary Materials 3 – Summary of significantly up-regulated genes in GD12 only microcosms at each time point, where expression in mixed species microcosms is 0

Supplementary Materials 4 – Summary of significantly up-regulated genes in mixed species microcosms at each time point, where expression in GD12 only microcosms is 0

# Supplementary Figures and Tables – uploaded as single file

# Supplementary material for: Transcriptional reprogramming underpins enhanced plant growth promotion by the biocontrol fungus Trichoderma hamatum GD12 during antagonistic interactions with Sclerotinia sclerotiorum in soil
**Source:** Mol Plant Pathol. 2016 Jul 24;17(9):1425–41. doi: 10.1111/mpp.12429
**Supplement:** Supplementary file 2 — Fig. S1 Overview of experimental microcosms. Fig. S2 Comparison of differential expression calling between DESeq2 and edgeR programs. Fig. S3 Reverse transcription‐polymerase chain reaction (RT‐PCR) validation of selected gene expression patterns between GD12‐only microcosms and mixed‐species microcosms Table S1 Summary of read statistics from each treatment replicate at each of the six time points Table S2 Primer combinations used for quantitative polymerase chain reaction (qPCR) validation of selected transcripts from GD12‐only and mixed‐species microcosms (MSMs). SSCRP, small secreted cysteine‐rich proteins. Table S3 Small secreted cysteine‐rich proteins (SSCRPs) up‐regulated in GD12‐only microcosms. Table S4 Small secreted cysteine‐rich proteins (SSCRPs) up‐regulated in mixed‐species microcosms. Table S5 Potential secondary metabolite‐producing gene clusters identified by antiSMASH.

**Transcriptional reprogramming underpins enhanced plant growth promotion by the biocontrol fungus *Trichoderma hamatum* GD12 during antagonistic interactions with *Sclerotinia sclerotiorum* in soil**

**SUPPLEMENTARY FIGURES AND TABLES**
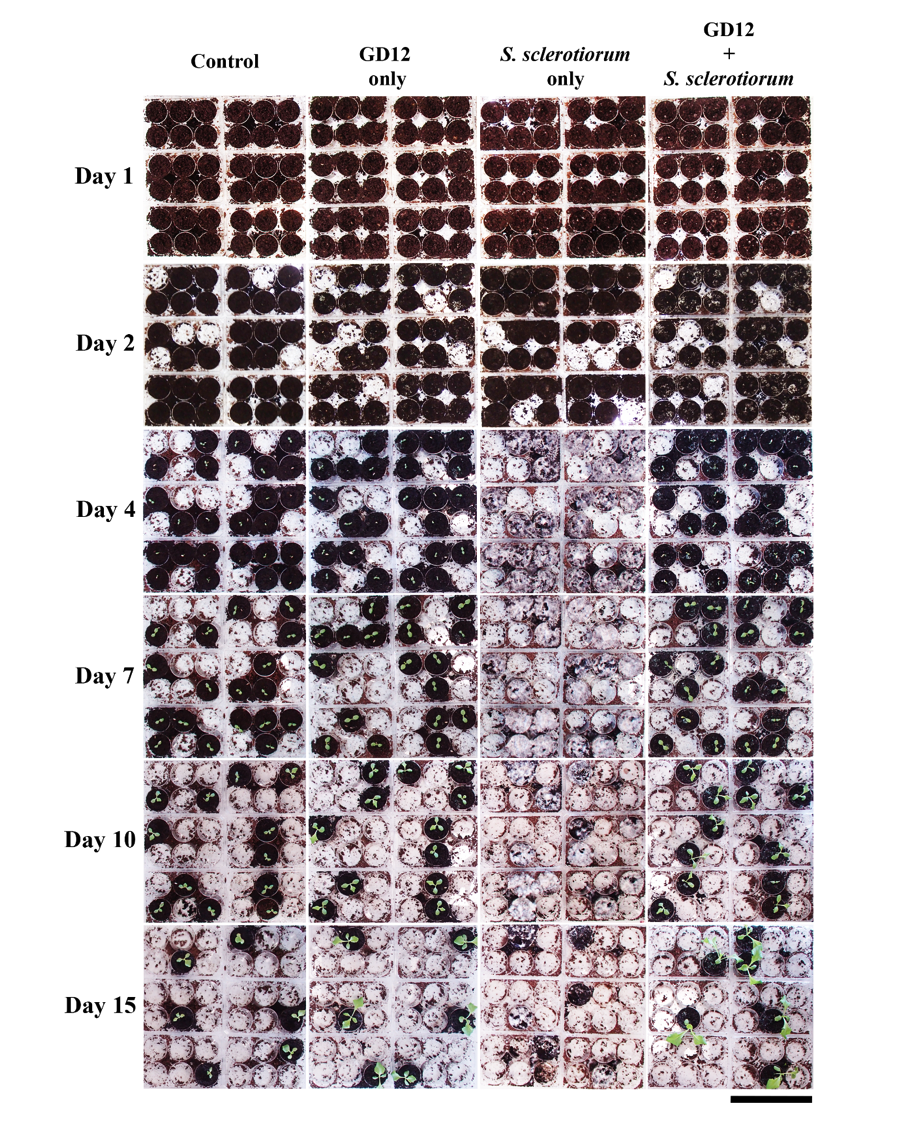
**Supplementary Figure 1.** Overview of experimental microcosms. Photographs of 6-well plates containing peat only (control), peat with *Trichoderma hamatum* GD12 only, peat with *Sclerotinia sclerotiorum* only, or peat with *Trichoderma hamatum* GD12 and *Sclerotinia sclerotiorum*. Replicate samples were removed at each time point and RNA extracted for sequencing. Red circle demonstrates single plant with atypical smaller growth. Scale bar = 12.7 cm.

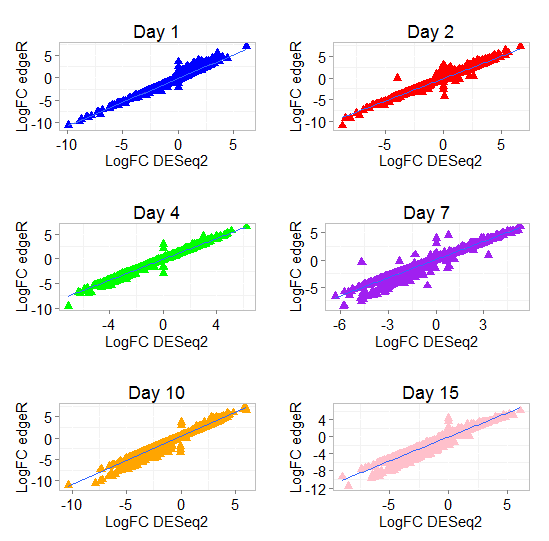

0.983

0.988

0.994

0.972

0.979

0.973

**Supplementary Figure 2.** Correlation of log-fold change in gene expression between *T. hamatum* GD12 only and mixed species microcosms as calculated by DESeq2 and edgeR at each time point.

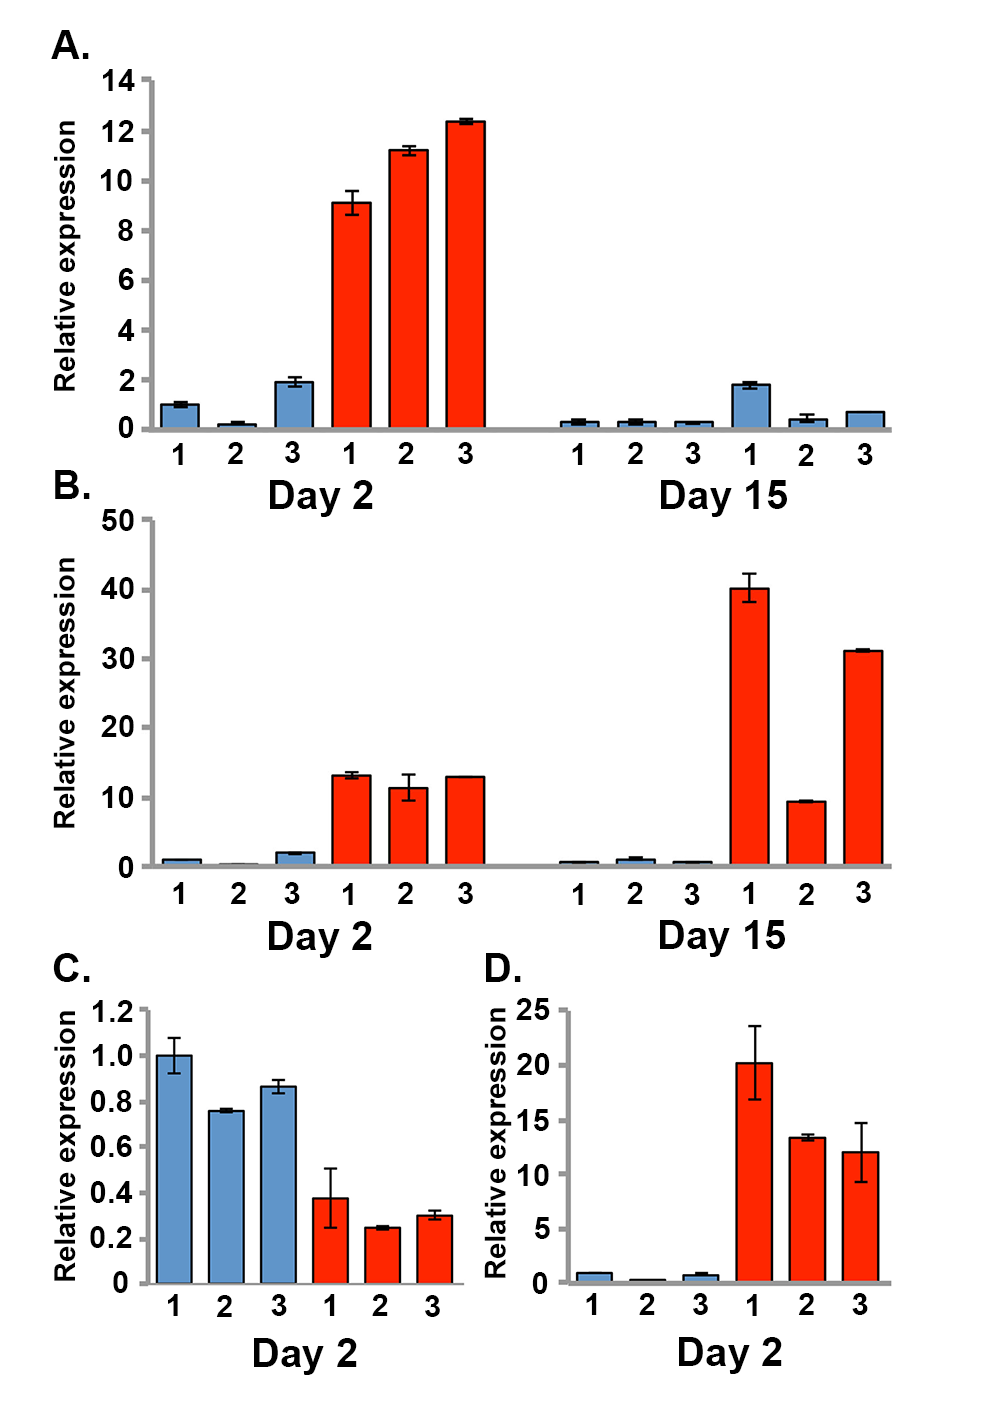

**Supplementary Figure 3.** qPCR validation of interesting representative mRNA-seq differential gene expression patterns between GD12 only microcosms and mixed species microcosms at d2 or d2 and d15. (A) Early induction of ANCB01014346.1:6322-7713 in mixed species microcosms. (B) Sustained induction of SSCRP ANCB01009946.1:717-1539 in mixed species microcosms, (C) Early induction of a gene ANCB01002344.1:7484-8547 in GD12 only microcosms, and (D) early induction of SSCRP ANCB01002310.1:194-864 in mixed species microcosms*.* RT-PCR was carried out using the same RNA samples as those used in the mRNA-seq time course. Three technical qPCR replicates were preformed on each biological replicate. To assess the efficiency of each primer pair combination, a 10-fold template dilution series was carried out in parallel. PCR efficiency was 1 ± 0.02. Quantitation was performed using the Two Standard Curves Quantification software provided (Corbett Research). Gene expression is recorded relative to the 40S Ribosomal Protein S3 gene (ANCB01000503.1:267-2035) which had relatively stable expression throughout the time course with log fold changes in expression of ‑0.029, 0.088, 0.007, 0.027. 0.110 and 0.056 at 1 d, 2 d, 4 d, 7 d, 10 d and 15 d respectively. Red bars are significantly different to levels for the first biological replicate of Day 2 GD12 only samples. Primer sequences are provided in Supplementary Table 2.

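The reference gene ANCB01000503.1 (267 to 2035) had 525.8 ± 28.3 normalized counts in GD12-only microcosms and 536.2 ± 34.3 in MSMs at day 1, 537.4 ± 31.0 and 505.2 ± 32.1 at day 2, and 516.8 ± 70.5 and 496.3 ± 11.6 at day 15 (SD, n = 3 each). Its log2 fold changes, MSM minus GD12-only, were 0.03, -0.09, -0.01, -0.03, -0.11 and -0.05 at days 1, 2, 4, 7, 10 and 15 (SE 0.11 to 0.13, adjusted p between 0.548 and 0.953). The direction depended on the scaling at days 2, 4 and 15: with recomputed size factors the log2 fold changes were 0.29, 0.11, 0.21, -0.13, -0.44 and 0.02, and that of day 10 was called (adjusted p = 0.0386, 0.027 to 0.776 over the alternatives). The gene is not one of the 21 that entered the authors' size factors.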

**Supplementary Table 1.** Summary of mRNA-seq read statistics from each treatments replicate at each of the 6 time points.

**Supplementary Table 2.** Primer combinations used for qRT-PCR validation (see Supplementary Figure 3).

| **Gene** | **Condition** | **Forward Primer^1^** | **Reverse Primer^1^** | **Product Size (bp)** | **Melting Temperature (FP/RP °C)** | **GC Content (FP/RP)** | **Complementary Binding^2^** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ANCB01014346.1:6322-7713 | Early induction in mixed species microcosms | TTGCCATCTTCACCCTTCCC | CGTTGCGATCTACAAGCAGC | 175 | 60/60 | 55/55 | None |
| ANCB01009946.1:717-1539 | Sustained induced SSCRP in mixed species microcosms | GTCAATCCAATCCACGCAGC | GCGGTGCATGGCAATGTTAT | 200 | 59.9/59.9 | 55/55 | None |
| ANCB01002310.1:194-864 | Early induced SSCRP in mixed species microcosms | ACCAGCTTTCCTTACTGGGC | GTTTGTGCTTCTGAAGGCGG | 179 | 60/60 | 55/55 | None |
| ANCB01002344.1:7484-8547 | Early induction in GD12 only microcosms | CAGAGGATTGCCGCAAGAGA | AGCCATGGACGCTCAAGAAA | 175 | 60.1/60 | 55/55 | None |
| ANCB01000503.1:267-2035 | Housekeeping Gene 40S Ribosomal Protein S3 | GATGGTGGTTGATGATGGCG | AATTCGACCCTGGCTCTTCG | 152 | 59.3/60.1 | 55/55 | None |

^1^ Primers designed using Primer3 (<http://primer3plus.com/cgi-bin/dev/primer3plus.cgi>)

2 Complementary binding tested using Life Technologies Multiple Primer Analyzer (<https://www.lifetechnologies.com/uk/en/home/brands/thermo-scientific/molecular-biology/molecular-biology-learning-center/molecular-biology-resource-library/thermo-scientific-web-tools/multiple-primer-analyzer.html>)

**Supplementary Table 3.** SSCRPs up-regulated in GD12 only microcosms.

**Supplementary Table 4.** SSCRPs up-regulated in mixed species microcosms.

| **GD12** | **Gene Name** | **Wolf PSORT Prediction** | **Blast2GO Hit** | **Blastx** |
| --- | --- | --- | --- | --- |
| Days 1, 2, 4, 10 & 15 | ANCB01009946.1 | Extracellular | No hit | All hypothetical proteins |
| Days 1, 2 & 4 (and Day 15 GD12) | ANCB01009685.1 | Cytoplasmic to Nuclear | Chorismate mutase |  |
| Days 1 & 10 | ANCB01007961.1 | Cytoplasmic | Hypothetical aerothricin synthetase 1 |  |
| Day 2 (and Day 1 GD12) | ANCB01011969.1 | Nuclear | Hypothetical protein (nucleic acid binding, nucleotide binding) | Hit 7 - Ribonucleoprotein *Metarhizium anisopliae* - 42% identity |
| Day 2 (and Day 4 GD12) | ANCB01008151.1 | Extracellular | No hit | Hit 4 - Putative exo-beta- -glucanase protein *Eutypa lata* - 56% identity |
|  | ANCB01010792.1 | Extracellular | Hydrophobin |  |
| Day 2 (and Day 10 GD12) | ANCB01010710.1 | Extracellular | No hit | All hypothetical proteins |
|  | ANCB01012991.1 | Mitochondria | No hit | Hit 3 - Putative S-adenosylmethionine-dependent methyltransferase *Metarhizium anisopliae* - 53% identity |
| Days 2, 4, 7, 10 & 15 | ANCB01000010.1 | Cytoplasmic to Nuclear | No hit | All hypothetical proteins |
| Days 2, 7, 10 & 15 | ANCB01002310.1 | Extracellular | Hydrophobin |  |
| Days 2 & 15 | ANCB01002501.1 | Extracellular | No hit | All hypothetical proteins |
| Days 4, 7 & 10 | ANCB01005399.1 | Nuclear | No hit | All hypothetical proteins - Trichoderma atroviride |
| Days 4, 7, 10 & 15 | ANCB01001013.1 | Extracellular | No hit | All hypothetical proteins |
|  | ANCB01006870.1 | Plasma Membrane | Prenyltransferase |  |
|  | ANCB01008382.1 | Plasma Membrane | No hit | All hypothetical proteins |
| Days 4, 7, 10 & 15 (and Day 2 GD12) | ANCB01000641.1 | Cytoplasmic | Tyrosine phosphatase protein |  |
| Day 7 | ANCB01009286.1 | - | Hypothetical protein (Mre11 complex; ATP binding; DNA repair) | Hit 3 - DNA repair protein RAD50 *Fusarium oxysporum* - 92% identity |
| Day 7 (and Day 2 GD12) | ANCB01002468.1 | Nuclear | Hypothetical protein (actin binding) | Hit 10 - ADP-ribosylation factor *Villosiclava virens* - 42% identity |
|  | ANCB01007701.1 | Extracellular | Glycoside hydrolase family 54 protein |  |
|  | ANCB01008974.1 | Cytoplasmic | NADP-dependent mannitol dehydrogenase |  |
|  | ANCB01011604.1 | Cytoplasmic | No hit | Hit 2 - LmbE-like protein *Trichoderma reesei* - 71% identity |
| Days 7 & 10 | ANCB01002630.1 | Mitochondria | Enoyl- hydratase isomerase |  |
| Days 7, 10 & 15 | ANCB01002082.1 | Extracellular | No hit | Hit 3 - VtaA26 *Haemophilus parasuis* - 61% identity |
|  | ANCB01008937.1 | Mitochondria | Alpha beta hydrolase family protein |  |
|  | ANCB01009496.1 | - | Serine threonine-protein kinase mps1 |  |
| Days 7, 10 & 15 (and Day 2 GD12) | ANCB01000070.1 | Mitochondria | Telomere-linked helicase 1 |  |
|  | ANCB01000288.1 | Plasma Membrane | Ferric reductase transmembrane component 3 |  |
| Day 10 | ANCB01005737.1 | Extracellular | No hit | Hit 6 - Signal peptide protein *Ophiostoma piceae* - 58% identity |
|  | ANCB01006736.1 | Plasma Membrane | Glycosyltransferase family 22 protein |  |
|  | ANCB01009223.1 | Nuclear | No hit | All hypothetical proteins |
|  | ANCB01012420.1 | - | Hypothetical protein (protein binding) | Hit 5 - NACHT and TPR domain protein *Ophiocordyceps sinensis* - 50% identity |
| Day 10 (and Day 2 GD12) | ANCB01013767.1 | Nuclear | No hit | No hits |
| Day 10 (and Days 2 & 4 GD12) | ANCB01009520.1 | Plasma Membrane | Hypothetical protein (single-organism transport; ion channel activity) | Hit 4 - Putative chloride channel protein 3 *Torrubiella hemiterigena* - 71% identity |
| Days 10 & 15 | ANCB01000300.1 | Cytoplasmic | dCMP deaminase |  |
|  | ANCB01000533.1 | Plasma Membrane | No hit | Hit 4 - Het-C-domain-containing protein *Trichoderma reesei* - 90% identity |
| Days 10 & 15 (and Day 1 GD12) | ANCB01012847.1 | Mitochondria | C6 transcription factor |  |
| Days 10 & 15 (and Day 2 GD12) | ANCB01003241.1 | Extracellular | No hit | No hits |
| Day 15 | ANCB01000786.1 | Plasma Membrane | No hit | All hypothetical proteins |
|  | ANCB01002348.1 | Cytoskeleton | Nonribosomal peptide synthase |  |
|  | ANCB01004984.1 | Plasma Membrane | Short chain dehydrogenase |  |
|  | ANCB01006979.1 | Extracellular | No hit | Fumarate hydratase *Trichoderma atroviride*- 91% identity |
|  | ANCB01007619.1 | Mitochondria | No hit | Hit 9 - Putative glutathione-dependent formaldehyde-activating protein *Eutypa lata* - 38% identity |
|  | ANCB01014118.1 | Extracellular | No hit | All hypothetical proteins |

**Supplementary Table 5.** Potential secondary metabolite producing gene clusters identified by antiSMASH.

How the deposited data were processed for this re-analysis (not part of the article)

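RNA from peat microcosms with GD12 alone (GD12-only), *S. sclerotiorum* alone or both fungi (MSMs) was sequenced at days 1, 2, 4, 7, 10 and 15. Of 52 samples, 51 have normalized counts: 16 GD12-only, 17 MSM and 18 *S. sclerotiorum*-only libraries. The MSM library of day 10 that the paper left out was not analysed here on the level of genes, and only its read totals were used.

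The authors filtered reads with Fastq-mcf, removed spike-in control reads with Bowtie and aligned the rest with Tophat2 to the GD12 draft genome. Reads left unaligned there were aligned to the genome of *S. sclerotiorum* strain 1980. Reads on predicted genes (12591 of GD12 and 14503 of *S. sclerotiorum*) were counted with HTSeq, and the authors divided the counts of each library by a DESeq2 size factor. The paper gives no versions of these tools. The deposited values are therefore a scaled signal per gene, called normalized counts in the text, and not whole reads. In every library all values were whole multiples of 1 step, within a tolerance of 0.1 read, and this step served to recover the reads. For an *S. sclerotiorum*-only library of day 7, and for the *S. sclerotiorum* genes of a pair of GD12-only libraries of day 15, the step is less sure, and recovered reads of this library were not used to find shared reads. Read totals per library came from Table S1 of the paper. Genes carry no locus tags in the GD12 values and are named by contig, start and end. Gene names are Blast matches from the paper's tables and supporting material.

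Size factors were recomputed as medians of ratios over all 51 libraries and compared with those of the authors, with which they match in relative size to within 1.7e-08%. The genes above 0 in all 51 libraries number 21 in GD12 and 4 in *S. sclerotiorum*. As an alternative, medians of ratios were recomputed over the 33 GD12-only and MSM libraries, where 9999 genes are above 0, and for *S. sclerotiorum* over the MSM and *S. sclerotiorum*-only libraries of each time point.

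The main comparison, MSM minus GD12-only at each time point, used limma 3.58.1 (lmFit, contrasts, eBayes with trend) in R 4.3.3 on log2(normalized count + 1). All 33 libraries entered 1 fit as 12 groups, without covariates. Genes needed a mean of at least 1 normalized count over these libraries, which left 11316. P values are two-sided and were adjusted after Benjamini and Hochberg over the genes of a time point, and genes with an adjusted p below 0.05 were called. Genes called at several time points are intersections of these calls by direction. Differences between time points were tested as contrasts in the same fit. A gene counted as expressed in a group at a mean of at least 25 normalized counts. The comparison of MSMs with *S. sclerotiorum*-only microcosms on *S. sclerotiorum* genes used limma in the same way.

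On recovered reads, DESeq2 1.42.0 (Wald test) and edgeR 4.0.16 (quasi-likelihood test with TMM) were run on the same libraries and groups. Shares of reads were compared with exact permutation tests within a time point, and over time points with 100000 permutations of the treatments within each time point, all two-sided. With 3 libraries against 3 or 2 the smallest exact p is 0.1, and with 2 against 2 it is 0.333. Other computing used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

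Reads counted on GD12 genes ranged from 740971 to 17726737 in the GD12-only and MSM libraries. A gene with 0 reads in all libraries of a group can still hold 3 reads at the 95% level from counting alone, so each such limit was taken as 3 reads over the group. At day 15 this is 1.04 normalized counts in GD12-only microcosms and 0.158 in MSMs.

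The tests were tried on simulated counts drawn from the means and depths of these libraries, with recomputed size factors. Of 12127 genes, 200 with a mean of at least 25 normalized counts were changed by a log2 fold change of 2. limma recovered between 93.0% and 98.0% of them, and made 44.3% false calls at day 15, where DESeq2 and edgeR made 9 of 199 and 8 of 198. At days 1 and 2 DESeq2 made 27 of 224 each, edgeR 17 of 216 and 19 of 215, and limma 13 of 207 and 11 of 204.

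Alternatives were pseudocounts of 0.25 and 4, no filter and a mean of at least 25, only the 2 groups of a time point in the fit, recomputed size factors, the replicate number as a block, each library left out in turn, DESeq2 and edgeR, and leaving out genes open to *S. sclerotiorum* reads. For the last, reads in *S. sclerotiorum*-only libraries were scaled to the MSMs and a gene was left out where they reached 10% of its value. For expressed genes, thresholds of 10 and 50 normalized counts and a criterion on every replicate were tried, and for shares of reads, totals less the spike-in reads, reads counted on genes, and the MSM library left out by the paper. Added after the data were seen were TMM size factors in limma, the authors' size factors in DESeq2 and edgeR, and recomputed size factors for expressed genes.

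The genes to be named were set by a rule. It covers every gene that the paper identifies by contig and position, or by a contig that holds 1 gene. These come from Table 3, Fig. S3, Fig. 8 and Tables S3 and S4. It also covers, at each time point, the gene in each direction with the largest change among called genes whose libraries do not overlap. Not every gene of the rule is named in the results. Left out there is, for example, ANCB01005944.1 (from 2672) of Table 3, with log2 fold changes of 7.33 at day 1 and 1.38 at day 15. Values in the supplementary tables of the paper were seen before this rule was written. Contigs of Tables S3 and S4 that hold several genes were left out unless the paper names a gene on them by position. Gene names were not used to tell their genes, although ANCB01000641.1 (476 to 3053) shares the name tyrosine phosphatase with the entry for its contig. Sheets of Supporting Material S1 and S2 for later time points were left out as well. No aligned reads, spike-in reads per gene or genome sequence were used here.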

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

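Of the tests in this part, those on single genes, on the reads of GD12 genes in *S. sclerotiorum*-only libraries, on the size factors of *S. sclerotiorum*, on thinning to the shallowest library and on splits of the libraries were chosen only after the result was seen, and those on the 815 genes, on GD12 reads counted on *S. sclerotiorum* genes and on thinning to the median depth were not.

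A difference between time points stood out in 3 genes that the paper names and in a group of 815 genes. The log2 fold change of MSMs against GD12-only microcosms rose by 4.22 between days 2 and 15 in ANCB01011924.1 (from 3497), by 5.22 between days 2 and 10 in ANCB01007958.1 (from 973) and by 8.49 (SE 0.90, adjusted p = 9.89e-08, limma) between days 1 and 10 in ANCB01002310.1 (from 194). In all, 815 genes were called higher in GD12-only microcosms at day 2 and higher in MSMs at day 10, with a called change between both time points. The authors' size factors shift all log2 fold changes of a time point alike, by medians of -0.20 at day 2 and 0.31 at day 10, which works towards such a pattern. As the whole explanation this is argued against: with recomputed size factors the smaller of the differences in the 2 genes of Fig. 8 was 4.08, the log2 fold change of ANCB01002310.1 at day 1 was -3.21, and 67.0% of the 815 genes were still called in both directions. For the other genes of the 815 the scaling stays open, since their calls depend on it. Day 10 has 2 libraries in each group, and a difference between library batches was not tested. A response of GD12 to *S. sclerotiorum* that changes with time, or a change of the GD12-only cultures with age, is left open as untested.

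Reads on GD12 genes appeared in libraries that received no GD12. The paper gives shares of reads for these libraries but no gene values, and at day 15 the 3 *S. sclerotiorum*-only libraries held 817597, 353521 and 2971667 reads on GD12 genes, against 231 to 3718 at day 1. The numbers were already 187679 to 428817 at day 7 (n = 2) and 18756 to 1229275 at day 10. Reads of *S. sclerotiorum* that align to the GD12 genome, which was used first, would keep a similar ratio to the reads on *S. sclerotiorum* genes over time. The lowest ratio at day 15 was 977 times the highest at day 1, which argues against them. RNA of the GD12-only microcosms of the same day, carried over between samples, would bring the same ranking of genes. The lowest Spearman correlation with the GD12-only mean of day 15 was 0.705 (0.705 to 0.805), below the 0.963 to 0.972 that single GD12-only libraries reach, so this source alone is argued against as well. With the MSM mean of day 15 the correlations were 0.765 to 0.927, and the highest, 0.927, lies below the 0.968 to 0.981 that single MSM libraries reach with the others, which argues against RNA of these MSMs as the only source. Labels exchanged with GD12-only or MSM libraries used here are argued against too, since the lowest *S. sclerotiorum* share of all reads in the 3 libraries, 35.3%, lies above the highest of those libraries, 15.3%. The MSM library of day 10 that the paper left out, with 40.0%, is not covered by this. A mixture of sources, growth of GD12 or a related fungus in these microcosms, a mix-up with libraries not used here and other organisms in the peat remain open, and no biological explanation was tested.

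Some *S. sclerotiorum* genes were higher in MSMs than in *S. sclerotiorum*-only microcosms, in a comparison that the paper left out for want of reads. Called were 201 genes at day 1, 195 at day 2, 234 at day 4 and 1065 at day 7 (limma, adjusted p below 0.05), against 2, 64, 50 and 111 in the other direction. At days 10 and 15 more genes were higher in *S. sclerotiorum*-only microcosms (668 against 402 and 2500 against 162). The grouping at each of days 1, 2, 4 and 7 gave more calls than the other 9 of 10 splits of the libraries (1 of 10), so that chance cannot be excluded at a single time point, since there are only 10 splits. Drawn over these 4 time points together, 1 of 100 splits, the real one, reached the 1922 calls in both directions, so that chance is excluded as the whole explanation of this sum. Size factors that rest on 4 genes, as the authors' do for *S. sclerotiorum*, do not explain all of these calls, because 32.4% of the 1695 remained with recomputed size factors (102, 150, 119 and 178 genes). For the others the scaling stays open, and with it the side that has more genes: under recomputed size factors 227, 219 and 543 genes were higher in *S. sclerotiorum*-only microcosms at days 2, 4 and 7, against 151, 120 and 178 in MSMs. At day 2 the side also changed with the authors' size factors under a pseudocount of 0.25 without a filter (338 against 171). Lower depth in MSMs is argued against, since 85.1% of the calls remained after the *S. sclerotiorum*-only libraries were thinned to the median MSM depth of the time point. MSM libraries below that median stayed shallower, so all libraries of a time point were also thinned to the shallowest (51371 reads at day 7), after which 68.1% of the calls remained. Reads of GD12 counted on *S. sclerotiorum* genes remain a candidate explanation: at the highest rate seen in GD12-only libraries they would make up 31.0% of the *S. sclerotiorum* reads of an MSM library, reached at day 7, and 1.98%, 11.3% and 8.59% at days 1, 2 and 4. At days 10 and 15 the highest values were 86.1% and 240%. Reads of GD12 could there account for most or all *S. sclerotiorum* reads of an MSM library, so the calls of these days cannot be interpreted. A response of *S. sclerotiorum* to GD12 is left open as untested.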

How the results depend on the processing

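Of the alternatives in this part, TMM size factors in limma, the authors' size factors in DESeq2 and edgeR, and recomputed size factors for numbers of expressed genes were chosen only after the data were seen. No called log2 fold change of a named gene changed its sign under any alternative, but comparisons of 2 numbers did change sides. With recomputed size factors, the side with more called genes changed at days 1 and 4, that with more specifically expressed genes at days 1, 2 and 4, and for *S. sclerotiorum* genes that with more calls at days 2, 4 and 7. The last also changed at day 2 with a pseudocount of 0.25 without a filter (338 higher in *S. sclerotiorum*-only microcosms, 171 in MSMs). More genes were expressed in GD12-only microcosms alone than in MSMs alone at day 15 with a threshold of 50 (772 against 699) and without GD12-only replicate 2 (741 against 729) or MSM replicate 3 (769 against 766), and fewer at day 2 without MSM replicate 1 (505 against 513). Both numbers were equal at day 7 without GD12-only replicate 2 of that day. The side with more called genes also changed at days 1, 4 and 7 in DESeq2 and edgeR with their own size factors, at day 2 in edgeR (2246 higher in GD12-only microcosms, 2270 in MSMs), at days 1 and 4 with TMM in limma, and at day 15 with a pseudocount of 4, a filter at 25 and the authors' size factors in edgeR. With only the 2 groups of a time point in the fit, both tools kept the side at day 7 and changed it at days 1, 2 and 4. Without 1 library it changed at day 1 (266 higher in GD12-only microcosms, 271 in MSMs, without GD12-only replicate 2), day 7 (545 and 543, without GD12-only replicate 2) and day 15 (without GD12-only replicate 2 or MSM replicate 3). DESeq2 called more genes than edgeR at all 6 time points, but fewer at 5 when only the 2 groups of a time point were fitted and at all 6 with the authors' size factors. Among genes not called, the log2 fold change of ANCB01009777.1 at day 15 went from 0.93 to -0.39 without MSM replicate 1. That of ANCB01010115.1 at day 2 went from 0.27 to -0.07 without 1 library. The reference gene ANCB01000503.1 changed its sign at days 2, 4 and 15 with recomputed size factors. Numbers of genes are given here for selected results that moved by more than 1.5 times, and others that moved as far are left out. For example, genes higher in GD12-only microcosms at days 7 and 10 rose from 547 to 1317 with recomputed size factors. Unless a reason is stated, the cause was not tested.

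Under recomputed size factors, genes higher in MSMs were 707, 1929 and 1402 at days 1, 2 and 4, and genes higher in GD12-only microcosms 308, 1145, 1987 and 1995 at days 1, 4, 7 and 10. Higher in MSMs were 286 genes at days 1 and 2, 178 at days 1, 2 and 4 and 629 from day 4 to day 15. Higher in GD12-only microcosms were 80 genes at days 1 and 2 and 1535 at days 10 and 15. Of the genes listed by the paper for GD12-only microcosms at day 1, 189 were called, with 15 redox and 14 transport genes. Genes expressed in GD12-only microcosms or MSMs alone were 289 and 334 at day 1, 416 and 452 at day 4 and 628 and 664 at day 10. For *S. sclerotiorum*, genes higher in MSMs were 102, 120, 178 and 166 at days 1, 4, 7 and 10, and in *S. sclerotiorum*-only microcosms 69, 227, 219, 543 and 1683 at days 1, 2, 4, 7 and 10.

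TMM size factors in limma gave 686, 1946 and 1471 genes higher in MSMs at days 1, 2 and 4, and 330, 1087, 1851 and 1878 higher in GD12-only microcosms at days 1, 4, 7 and 10. Concurrently higher in MSMs were 284 genes (days 1 and 2), 176 (days 1, 2 and 4) and 682 (days 4 to 15), and in GD12-only microcosms 84 (days 1 and 2) and 1373 (days 10 and 15). Of the paper's list for GD12-only microcosms at day 1, 201 genes were called, 18 of them redox and 14 transport genes.

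DESeq2 with its own size factors called 1056, 2275 and 1700 genes higher in MSMs at days 1, 2 and 4, and 2107 and 2257 higher in GD12-only microcosms at days 7 and 10. It gave 86 genes higher in MSMs at every time point, 421 at days 1 and 2, 243 at days 1, 2 and 4 and 708 from day 4 to day 15, and 1579 higher in GD12-only microcosms at days 10 and 15. From edgeR with TMM came 933, 2270 and 1586 genes higher in MSMs at days 1, 2 and 4, and 481, 2064 and 2159 higher in GD12-only microcosms at days 1, 7 and 10. Its concurrent numbers were 87, 399, 236 and 661 for the same sets in MSMs and 1426 for GD12-only microcosms at days 10 and 15. Under the authors' size factors neither tool moved any of these numbers, and in the comparison of tools DESeq2 then called 964, 3086, 2065 and 2372 genes at days 1, 2, 4 and 7.

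A filter at a mean of 25 normalized counts tests fewer genes and so lowered most numbers: 204, 648 and 1668 higher in MSMs at days 1, 2 and 15, 1714 higher in GD12-only microcosms at day 15, and 81 and 49 higher in MSMs at days 1 and 2 and at days 1, 2 and 4. Genes at 0 in the other treatment, summed over time points, fell to 10 for MSMs (2 at day 10, 7 at day 15) and 1 for GD12-only microcosms. Of the paper's lists, 263 and 1179 genes for GD12-only microcosms and 111 and 442 for MSMs were called at days 1 and 2, among them 16 redox and 21 transport genes for GD12-only microcosms at day 1, and for MSMs 35 and 14 at day 1 and 69 and 42 at day 2. Without a filter, which tests more genes, 280 calls higher in MSMs (52 at day 10, 193 at day 15) and 25 higher in GD12-only microcosms, summed over time points, were at 0 in the other treatment. With a pseudocount of 4 the latter was 1. Genes at 0 in GD12-only microcosms and higher in MSMs at day 7 moved from 12 to 20 with a pseudocount of 0.25. They were 19 with recomputed size factors, 22 in DESeq2, 6 with a pseudocount of 4 and 1 with a filter at 25.

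Fits of only the 2 groups of a time point, which use fewer samples, gave 584 genes higher in MSMs at day 1, and 1387, 1653, 2996 and 1814 higher in GD12-only microcosms at days 1, 2, 4 and 15. Higher in MSMs were 210 at days 1 and 2 and 142 at days 1, 2 and 4. In the comparison of tools, DESeq2 then called 2693 and 2523 genes at days 7 and 10 and edgeR 2300 and 2816 at days 1 and 10.

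For expressed genes, a threshold of 50 normalized counts gave 3716, 3025, 3009, 2383, 2478 and 3326 genes shared by both treatments at days 1, 2, 4, 7, 10 and 15, and a threshold of 10 gave 7040 and 7102 at days 7 and 10, as fewer or more genes pass. Requiring 25 in every replicate made 1125 genes specific to GD12-only microcosms at day 2. A pseudocount of 0.25 without a filter gave 6, 338, 191 and 1128 *S. sclerotiorum* genes higher in *S. sclerotiorum*-only microcosms at days 1, 2, 7 and 10 and 489 higher in MSMs at day 7. Including the MSM library that the paper left out raised the *S. sclerotiorum* share in MSMs at day 10 to 13.7%. With that library the numbers of called genes were not run, since its reads on genes were not analysed here.

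Leaving out 1 library uses fewer samples. It moved genes higher in GD12-only microcosms to between 266 and 881 at day 1, 1384 and 3082 at day 2, 1085 and 1609 at day 4, 545 and 996 at day 7, and 358 and 629 at day 10. Genes higher in MSMs ranged from 543 to 2028 at day 7 and from 1683 to 2458 at day 10. At days 7 and 10 a lone library in a group is assumed to vary like the other groups. Ranges were 29 to 52 for genes higher in MSMs at every time point and 215 to 412 from day 4 to day 15, and for GD12-only microcosms 7 to 18 at every time point, 68 to 179 at days 1 and 2 and 334 to 733 at days 10 and 15. Of the paper's list for GD12-only microcosms at day 1, 177 to 380 were called, with 10 to 26 redox and 14 to 28 transport genes, and for MSMs 16 to 25 transport genes at day 1 and 55 to 79 at day 2. *S. sclerotiorum* genes higher in MSMs ranged from 106 to 138, 96 to 156, 63 to 152, 346 to 1365, 211 to 911 and 92 to 478 at the 6 time points, and those higher in *S. sclerotiorum*-only microcosms from 1 to 2, 24 to 66, 10 to 34, 50 to 126, 354 to 2487 and 1362 to 4992.

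Replicate numbers were tried as a block within time points. Libraries of both treatments with the same number were not more alike than others (correlations of their deviations from the group mean between -0.253 and 0.151), so no pairing was assumed. With the block, 612 and 209 genes were called higher in GD12-only microcosms at days 7 and 10 and 1908 higher in MSMs at day 10, 6 higher in GD12-only microcosms at every time point and 189 at days 10 and 15. Genes at 0 in the other treatment were 1 for GD12-only microcosms over all time points and 16 for MSMs at day 10. The block changed the call of 6 of 119 values of named genes and no other.

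Among 119 values of named genes at single time points, no call changed without a filter or without the genes open to *S. sclerotiorum* reads. A pseudocount of 0.25 lost 3 calls. A pseudocount of 4 lost 3 and gained 2, recomputed size factors lost 3 and gained 3, TMM lost 3 and gained 2, and fits of only the 2 groups lost 6 and gained 3. DESeq2 and edgeR each lost 2 and gained 5, and with the authors' size factors they lost 2 and 1 and gained 2 and 4. Of 85 values that pass a filter at 25, 1 was gained. Over all fits without 1 library, 637 values kept their side of the threshold, 43 calls were lost and 3 gained.

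Depth limits the weakly expressed genes most, above all in GD12-only microcosms at day 15, where 740971 to 1145653 reads fell on GD12 genes. There, counts of 0 reach up to 1.04 normalized counts, and simulated data gave 44.3% false calls in limma. In MSMs at days 10 and 15, 3791 to 184708 reads fell on *S. sclerotiorum* genes.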

Differences from the paper's values

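A number of genes is taken to differ here when it or the paper's is more than 1.5 times the other or only 1 of them is 0, and a log2 fold change when both differ by more than the SE of the fit it comes from (for edgeR, the log2 fold change over the root of its F statistic) or have opposite signs. Correlations are taken to differ when they are unequal after rounding. For each value below, the alternatives set before the data were examined that come within this limit of the paper's value are named, and all others that were run still differ from it. Fits without 1 library, also set before, have a paragraph of their own and are not counted in the others. Coming within the limit does not mean an equal number. TMM size factors in limma and the authors' size factors in DESeq2 and edgeR were chosen only after the values were seen and have a paragraph of their own.

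In Table 1 the paper gives 454 genes higher in GD12-only microcosms at day 1, against 754 here, and within the limit are recomputed size factors (308), the replicate block (551), DESeq2 (560) and edgeR (481). For genes higher in MSMs it gives 442 at day 4 against 665 here (within the limit with a pseudocount of 0.25, 618, no filter, 656, a filter at a mean of 25, 457, and the replicate block, 644), 993 at day 7 against 1779 (a filter at 25, 1327, and only the 2 groups in the fit, 1275) and 1808 at day 15 against 2789 (a filter at 25, 1668, only the 2 groups in the fit, 1999, and DESeq2, 2693, which is itself close to the limit). The other 8 numbers of called genes in Table 1 do not differ by this criterion.

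Of genes at 0 in the other treatment, the paper counts 7 for GD12-only microcosms over all time points, against 3 here, and no alternative comes within the limit. By time point, the paper has 2 at day 2 against 1 (no alternative), 2 at day 7 against 1 (DESeq2 and edgeR) and 2 at day 10 against 0 in limma (no filter), and for MSMs 7 at day 2 against 3 (no filter) and 58 at day 15 against 106 (only the 2 groups in the fit, and DESeq2). Beside the 0, 809 genes were called higher in GD12-only microcosms at day 10.

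Of the numbers of genes called at successive time points in Table 2, 24 of 30 differ. For GD12-only microcosms the paper gives 51 at days 1 and 2 against 147 here (none of these alternatives), 21 at days 1 to 4 against 70 (recomputed size factors), 11 at days 1 to 7 against 18 (recomputed size factors and the replicate block) and 293 at days 2 and 4 against 556 (recomputed size factors, DESeq2 and edgeR). It gives 47 at days 2 to 7 against 124, 23 at days 2 to 10 against 69 and 22 at days 2 to 15 against 64, all within the limit with the replicate block. Further values of the paper are 306 at days 4 and 7 against 479 (a pseudocount of 0.25, a filter at 25, only the 2 groups in the fit and the replicate block), 149 at days 4 to 10 against 248 and 135 at days 4 to 15 against 228 (both with a filter at 25 and only the 2 groups in the fit).

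For MSMs the paper's values in Table 2 are 87 at days 1 and 2 against 136 here (a pseudocount of 0.25, a filter at 25 and the replicate block) and 48 at days 1 to 4 against 81 (these and no filter). A filter at 25 comes within the limit of the paper's 29 at days 1 to 7 against 55, 104 at days 2 to 7 against 177, 220 at days 4 and 7 against 427 and 210 at days 4 to 10 against 403. A filter at 25 or the replicate block does so for the paper's 26 at days 1 to 10 against 52 and 98 at days 2 to 10 against 166, and the replicate block for its 22 at all time points against 44. The paper's 88 at days 2 to 15 against 148 and 804 at days 7 and 10 against 1458 are approached to within the limit with a filter at 25, only the 2 groups in the fit and the replicate block, and its 613 at days 7 to 15 against 1174 with only the 2 groups in the fit. Its 1258 at days 10 and 15 against 1912 is within the limit of all but a pseudocount of 4 and leaving out genes open to *S. sclerotiorum* reads, and its 176 at days 4 to 15 against 363 of none of these alternatives. From clustering, the paper takes 18 early and 103 late genes, where 81 genes at days 1, 2 and 4 and 363 at days 4 to 15 were called here. These groups are wider than the paper's, and no alternative comes within the limit of its numbers.

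The log2 fold changes of Table 3 stand under day one, but for 31 of 31 genes they equal the day 15 value in Supporting Material S1 and S2 to within 0.0114, and they were compared with day 15. The paper's values come from DESeq2, while those here have 1 added to each normalized count, so DESeq2's are given last, on the paper's scale. DESeq2 comes within the limit of the paper's value for all 12 that differ, and edgeR for all but ANCB01005725.1 (8.38). For ANCB01005725.1 the comparison decides nothing under any tool, since 0 reads in GD12-only microcosms give only a lower limit (at least 6.11-fold). DESeq2 has the larger SE, 1.28 against 0.44 in limma for ANCB01009877.1 and 1.23 against 0.41 for ANCB01011666.1, and for these 2 its values would differ under limma's SE. A pseudocount of 0.25 also does for ANCB01006842.1 (paper 5.19, here 3.96, DESeq2 5.21), ANCB01009877.1 (paper 6.19, here 5.06, DESeq2 7.03), ANCB01005725.1 (paper 4.96, here 2.83, DESeq2 5.20, with 0 reads in GD12-only microcosms, so that all depend on the added count), ANCB01011666.1 (paper 4.62, here 3.49, DESeq2 5.27), ANCB01011665.1 (paper 4.43, here 3.97, DESeq2 4.71) and ANCB01013143.1 (paper 3.56, here 2.74, DESeq2 3.89). A pseudocount of 0.25 and only the 2 groups in the fit do for ANCB01004667.1 (paper 3.55, here 2.88, DESeq2 3.76), ANCB01001608.1 (paper 3.47, here 3.04, DESeq2 3.64), ANCB01013443.1 (paper 3.33, here 3.03, DESeq2 3.46) and ANCB01002135.1 (paper 3.24, here 2.47, DESeq2 3.57). DESeq2 and edgeR alone do for ANCB01000041.1 (paper 2.5, here 1.83, DESeq2 2.68) and ANCB01009777.1 (paper 2.08, here 0.93, DESeq2 2.29).

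Without 1 library of the time points concerned, the limit is met for the paper's 454 in 4 of 6 fits (closest 423), for its 442 in 6 of 6 (463), for its 993 in 2 of 5 (1203) and for its 1808 in 4 of 6 (2464), and in none for genes at 0. For GD12-only microcosms in Table 2 it is met for 51 in 2 of 12 fits (closest 68), 11 in 13 of 23 (11), 293 in 7 of 12 (338), 47 in 1 of 17 (66), 23 in 1 of 21 (32), 22 in 1 of 27 (31), 306 in 11 of 11 (296), 149 in 14 of 15 (147) and 135 in 14 of 21 (133), and for 21 in none. For MSMs it is met for 87 in 11 of 12 (98), 48 in 16 of 18 (55), 29 in 6 of 23 (37), 26 in 6 of 27 (34), 22 in 3 of 33 (29), 104 in 8 of 17 (90), 98 in 10 of 21 (88), 88 in 9 of 27 (82), 220 in 2 of 11 (233), 210 in 2 of 15 (227), 176 in 1 of 21 (215), 804 in 4 of 9 (1039), 613 in 2 of 15 (427) and 1258 in 8 of 10 (1337), and in none for the early and late genes of the clustering. In Table 3 it is met in 2 of 6 fits for ANCB01011665.1 (4.22), 1 for ANCB01013143.1 (3.25), 4 for ANCB01004667.1, 3 for ANCB01001608.1 (3.45), 4 for ANCB01013443.1 (3.14), 3 for ANCB01002135.1 (3.02), 2 for ANCB01000041.1 (2.51) and 2 for ANCB01009777.1 (1.70), and in none for the other 4 genes.

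Correlations between the log2 fold changes of DESeq2 and edgeR are 0.983, 0.988, 0.994, 0.972, 0.979 and 0.973 at days 1, 2, 4, 7, 10 and 15 in the paper's Fig. S2, and 0.999, 1.000, 0.999, 0.992, 0.995 and 0.971 here. Fitting only the 2 groups of a time point, the alternative set for them, differs as well, as do the authors' size factors in both tools, chosen after the values were seen.

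DESeq2 with the authors' size factors, chosen after the values were seen, comes within the limit of the paper's 454, 442, 993 and 1808 of Table 1 (with 660, 617, 1440 and 2031), its 58 genes at 0, its 11, 293, 306, 149 and 135 of Table 2 for GD12-only microcosms, its 87 and 1258 for MSMs and all 12 values of Table 3, and it drops 103 and 235 of the paper's 454 and 1905 listed genes for GD12-only microcosms at days 1 and 2, and 47 and 150 of its 238 and 891 for MSMs. edgeR with the authors' size factors, chosen after the values were seen, comes within the limit of the paper's 1808 (with 2252), its 2 genes at 0 at day 7 and 58 at day 15, its 1258 and the values of Table 3 but that of ANCB01005725.1 (8.54), and drops 6, 25, 10 and 23 genes of the same lists. TMM size factors in limma, chosen after the values were seen, come within the limit of the paper's 454 (with 330), its 21, 11 and 293 for GD12-only microcosms and its 1258 for MSMs, and drop 253, 261, 14 and 32 genes of these lists.

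Of the genes the paper lists as differentially expressed, 402 of 454 and 1816 of 1905 were called here for GD12-only microcosms at days 1 and 2, and 207 of 238 and 787 of 891 for MSMs. The alternative set before the data were examined that called most was the fit of only the 2 groups for GD12-only microcosms at day 1 (422), a pseudocount of 4 at day 2 (1834), and for MSMs DESeq2 and edgeR at both days (231 and 873 each). Of the 31 genes of Table 3, 29 were called at every time point. Not called were ANCB01010706.1 at day 1 and ANCB01009777.1 at day 15. The first is called with a pseudocount of 4, a filter at 25, only the 2 groups in the fit, recomputed size factors, DESeq2 and edgeR, the second by DESeq2, edgeR and without MSM replicate 3, and DESeq2 with the authors' size factors, chosen after the values were seen and dropping 1 of the 22 MSM genes, calls both, as does edgeR with them, which drops 0, while TMM size factors in limma, also chosen after, call the first and drop 1.

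Single statements also go another way. The paper has a gene on ANCB01004730.1 raised in GD12-only microcosms at day 4, and here its adjusted p was 0.0659. It is called with a pseudocount of 4, only the 2 groups in the fit, DESeq2, edgeR and without GD12-only replicate 1, and in edgeR with the authors' size factors, chosen after the values were seen. For ANCB01007961.1 the paper has higher expression in MSMs at days 1 and 10, and here day 10 was called and day 1 was not (adjusted p = 0.0869). Day 1 is called with only the 2 groups in the fit, recomputed size factors, DESeq2 and edgeR, and with TMM size factors in limma or the authors' size factors in edgeR, both chosen after the values were seen.

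According to the paper most reads aligned to GD12 in GD12-only microcosms and MSMs. This holds for 10 of 12 groups, and the means of GD12-only microcosms at days 10 and 15 were 47.9% and 40.8%. The paper sees a larger share of unaligned reads in MSMs from day 4. Here the share was lower in MSMs than in GD12-only microcosms at all 6 time points, by -16.1 percentage points at day 4. As to the tools, the paper has edgeR calling far more genes than DESeq2. With their own size factors and 12 groups in 1 fit, DESeq2 called more than edgeR at 6 of 6 time points here (1616 against 1414 at day 1). edgeR called more at 5 of 6 when only the 2 groups of a time point were fitted, as set before the data were examined (2300 against 2242 at day 1 and 2816 against 2523 at day 10), and with the authors' size factors in both tools, chosen after the values were seen, edgeR called more at 6 of 6 (1356 against 964 at day 1).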

Other observations

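Recomputed size factors, DESeq2 and edgeR with their own, the share less spike-in reads and leaving out genes open to *S. sclerotiorum* reads were alternatives set before the data were seen, and the tests on noise in the size factors and on genes at 0 after thinning were written down before their results, while the other tests, and the use of these alternatives to weigh an explanation, were chosen only after the result was seen.

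More genes were called higher in GD12-only microcosms at days 1 to 4 and more higher in MSMs at days 7 and 10. The authors' size factors are a candidate explanation: with size factors recomputed over the 33 libraries, 308 genes were higher in GD12-only microcosms at day 1 and 707 in MSMs, and the side with more genes changed at days 1 and 4, but not at days 2, 7 and 10. With their own size factors DESeq2 and edgeR changed it at days 1, 4 and 7 (2107 and 2064 higher in GD12-only microcosms at day 7 against 1980 and 1875 in MSMs), and edgeR also at day 2 (2246 against 2270). With only the 2 groups of a time point in the fit, both kept the side at day 7 (1284 against 1409 and 1243 against 1385). In these fits both changed it at day 2 (1901 against 1917 and 1928 against 1987). The authors' factors rest on 21 genes with a median of 6267 reads per library, against 169 for the 9999 genes above 0 in all 33 libraries. That the 21 genes are unlike others of their level is argued against, since 736 of 1000 random sets of 21 genes of similar level shifted the log2 fold changes as much. Noise in the factors remains a candidate explanation, as the median SD between replicates was 20.5% larger with them than with factors from other genes (0.216 against 0.179). Scaling on highly expressed genes in place of all genes was tested in 2 ways. By sets of any level it is argued against, since 69 of 1000 random sets had a shift as large, above the limit of 5% set for this test. A second criterion, chosen after that outcome, compared sets of similar level, whose median shift was closer to the authors' than to 0 at 5 of 5 time points (-0.24, -0.18, -0.17, 0.36 and 0.32 against -0.26, -0.20, -0.23, 0.10 and 0.33 at days 1, 2, 4, 7 and 10). This explanation stays open. So does a global change of GD12 transcription, which would break the premise of either scaling and is left open as untested. The reference gene of the paper, with log2 fold changes between -0.11 and 0.03 under the authors' scaling and between -0.44 and 0.29 under the recomputed one, does not settle which is right, since it is a single gene.

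Group means in Supporting Material S1 and S2 equal the means of the normalized counts for all 454 and 1905 genes listed for GD12-only microcosms at days 1 and 2 and all 238 and 891 for MSMs, to within 0.000493%. The paper's log2 fold changes lie close to those of DESeq2 with the authors' size factors (median differences -0.0035, -0.0053, 0.0090 and 0.0086) and further from limma with recomputed ones (0.27, 0.20, 0.18 and 0.11).

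More genes were at 0 in GD12-only microcosms and higher in MSMs than the reverse at days 10 and 15. Thinning to equal depth kept the imbalance among the genes already called. With all libraries of day 15 at 740971 reads, 129 of these genes were at 0 in GD12-only microcosms against 11 in MSMs. At day 10, thinned to 3277475 reads, the numbers were 31 against 0 (limma, 809 genes called higher in GD12-only microcosms before thinning). The genes were not tested again after thinning, so calls due to unequal depth stay in these numbers. Lower depth in GD12-only libraries is therefore left open, above all at day 15. There, 127 of 156 simulated false calls of limma were higher in MSMs. Induction from a silent state in MSMs is left open as untested, and 3 reads over a group remain compatible with each 0.

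At day 15 limma called many genes, and in simulated data 44.3% of its calls there were false. Lower depth of the GD12-only libraries as the cause of most real calls is argued against, since edgeR with the same size factors called 82.9% of limma's 5555 in the same direction (4606 genes). Calls that edgeR does not share stay open. Reads of *S. sclerotiorum* on GD12 genes could account for at most 0.112% of the genes called higher in MSMs at a time point, which argues against them as a source of these calls. Spike-in reads do not account for the larger GD12 share in MSMs: without them the difference over days 2 to 15 was 20.2 percentage points.

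Regrouping the libraries within time points shows where chance can be excluded. At days 1, 2, 4 and 15 only the real grouping (1 of 10 splits) gave as many called genes (1078, 3634, 2491 and 5555). The largest other split gave 1, 0, 0 and 121. By the share of splits, chance stays open at a single time point, since there are only 10. In simulated data limma called 13, 11 and 10 unchanged genes at days 1, 2 and 4. This argues against random calls as the source of the whole numbers at these 3 time points. Drawn over all time points, 1 of 100 splits, the real one, reached the 19535 calls summed over time points, the 44 genes higher in MSMs at every time point and the 13 in GD12-only microcosms, so that chance is excluded as the whole explanation of these 3 results. For *S. sclerotiorum* genes at day 15, 4 of 10 splits gave as many calls, and chance remains open.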
